# Neutrophil extracellular traps-inspired DNA hydrogel for wound hemostatic adjuvant

**DOI:** 10.1038/s41467-024-49933-3

**Published:** 2024-07-02

**Authors:** Rui Ye, Ziyu Zhu, Tianyi Gu, Dengjie Cao, Kai Jiang, Qiang Dai, Kuoran Xing, Yifan Jiang, Siyi Zhou, Ping Cai, David Tai Leong, Mengfei Yu, Jie Song

**Keywords:** DNA, Trauma, Gels and hydrogels

## Abstract

Severe traumatic bleeding may lead to extremely high mortality rates, and early intervention to stop bleeding plays as a critical role in saving lives. However, rapid hemostasis in deep non-compressible trauma using a highly water-absorbent hydrogel, combined with strong tissue adhesion and bionic procoagulant mechanism, remains a challenge. In this study, a DNA hydrogel (DNAgel) network composed of natural nucleic acids with rapid water absorption, high swelling and instant tissue adhesion is reported, like a band-aid to physically stop bleeding. The excellent swelling behavior and robust mechanical performance, meanwhile, enable the DNAgel band-aid to fill the defect cavity and exert pressure on the bleeding vessels, thereby achieving compression hemostasis for deep tissue bleeding sites. The neutrophil extracellular traps (NETs)-inspired DNAgel network also acts as an artificial DNA scaffold for erythrocytes to adhere and aggregate, and activates platelets, promoting coagulation cascade in a bionic way. The DNAgel achieves lower blood loss than commercial gelatin sponge (GS) in male rat trauma models. In vivo evaluation in a full-thickness skin incision model also demonstrates the ability of DNAgel for promoting wound healing. Overall, the DNAgel band-aid with great hemostatic capacity is a promising candidate for rapid hemostasis and wound healing.

## Abstract (web summary)

Rapid hemostasis of deep noncompressible irregularly shaped trauma wounds is challenging. Here the authors report a neutrophil extracellular traps (NETs)-inspired DNA hydrogel that is able to induce NETs-like thrombosis as a physical blockade and biological clot to arrest bleeding in deep tissues.

## Introduction

Massive bleeding from vital organ wounds that can occur during major surgical procedures, traumatic accidents, gun, weapons and explosion wounds if not arrested can quickly escalate into serious outcomes including hemorrhagic shock, organ failure and death^1–5^. Conventional hemostatic approaches, such as surgical suture, tourniquet and compression often cannot stop the bleeding of deep-seated non-compressible traumas in a timely manner due to restricted accessibility and large wound area covering a large vascular network^6–8^. Recently, pre-gelation liquids while being able to enter into the wound space quickly, unfortunately suffers from poor gelation speed from the equally fast bleeding and dilution below the critical gelation concentration within the bleeding wound^9,10^. Sponges and cloth-based dressings that are even extensively used back in World War I, have very limited absorption ability and do not arrest the bleeding sufficiently to allow the body’s own clotting system to take over^11,12^. While the incorporation of procoagulant agent mimics the natural physiological response to bleeding, the wound scenario is clearly too overwhelming that requires external intervention to create that hemostasis event and that would still require a materialistic substrate to stem the large macroscopic bleeding^13–16^ As we are also concerned about post hemostasis events, it is also vital to ensure the biocompatibility of these materials and understand their interaction with the host immune system for their successful clinical integration^17–19^. Though considerable progress has been made in hemostatic agents, developing a new biomaterial strategy that combines high swelling, strong adhesion and natural hemostatic mechanism is highly desirable for hemostasis while still taking into account the subsequent healing processes.

DNA-based materials, particularly DNA hydrogels have attracted wide attention in the recent decades, due to the advantages of intrinsic biological properties including unique sequence programmability, structural predictability as well as biocompatibility^20–23^. DNA hydrogels show tremendous potential for biomedical applications in drug delivery, cell capture and delivery, 3D cell culture, and tissue regeneration^24–27^. One important hint that further reinforced the idea of using DNA hydrogels was inspired from neutrophil extracellular traps (NETs) which is a meshwork of extracellular DNA released and precipitated fibers combined with histones and other proteins which robustly promoted coagulation at the bleeding sites^28–30^. NETs are so stable that the final network of red blood cells (RBCs), platelets, and DNA is strong enough to form thrombi, even when fibrin is removed from the meshwork^31^. From these naturally occurring NETs, we learnt that DNA networks possess the basic building blocks for perfected biocompatibility, correct porosity to effectively quickly slow down the fast-flowing blood cells in a bleeding event to eventually immobilize the clotting components to close proximity and interactions to trigger a positively reinforcing feedback loop of clotting cascade, bringing into close proximity the various clotting components to induce a stable clot.

In this work, we utilize the naturally extracted DNA from salmon sperm, to construct a DNA hydrogel (DNAgel) network with preferable properties, including liquid absorbency, tissue adhesion and absorption both plasma and cells, as shown in Fig. 1. The hemostatic mechanism of DNAgel is simultaneously analyzed in this study. We find that the liquid absorption capacity and mechanical properties may make the DNAgel as a barrier against blood flow. Moreover, the in vitro*/* in vivo hemostatic properties of DNAgel are evaluated on rat trauma models, especially on non-compressible hepatic hemostasis. The adhesion and aggregation ability of erythrocytes and activation capacity of platelets are also assessed by blood cells adhesion and flow cytometry. The macroscopic adhesiveness of the band-aid also brings together the cut edges and promote post hemostasis healing. Overall, this study provides a promising strategy for hemostatic biomaterials that arrest a massive bleeding event and de-escalates the otherwise lethality potential of the bleeding wound.

**Fig. 1:**
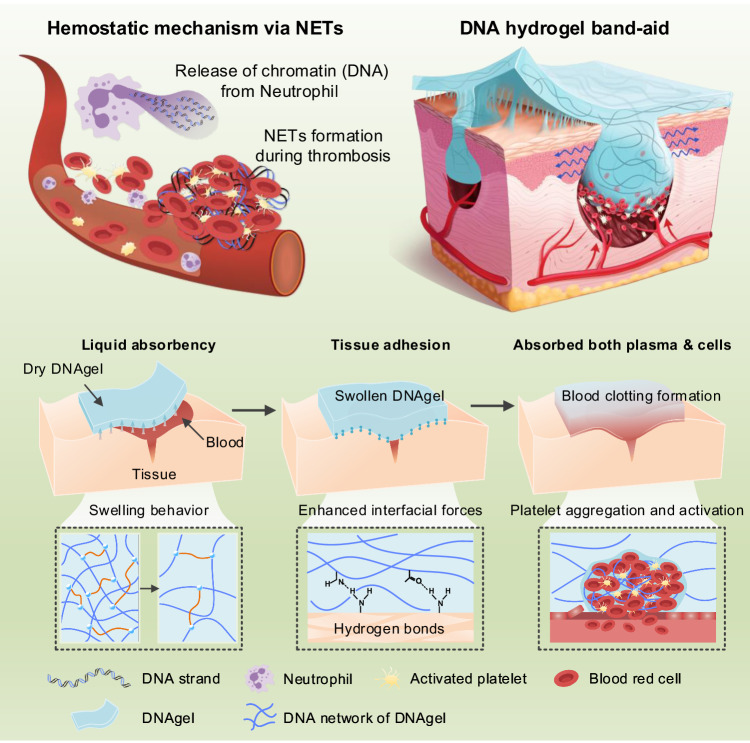
Scheme of DNA hydrogel band-aid for accelerated hemostasis that can fulfill the clinical requirements of stabilizing a profuse bleeding wound. Physiologically, neutrophils at the wound site released extracellular DNA to form traps (NETs) that promote fast and stable thrombosis. Similarly, our form factor conforming DNA hydrogel was able to form NETs-like thrombosis. Besides the conformational advantage, DNAgel is also highly absorptive of blood at the wound edge and high adhesive to the wetted wound surfaces, thus forming both a physical blockade and biological clot to stop the bleeding.

## Results

### Preparation of DNAgel

To validate this concept, we utilized biomass DNA, specifically the commercial salmon sperm DNA, to prepare DNAgel by chemical crosslinking, according to previous work^32^. New covalent bonds were formed between the amine group from the nucleosides of the DNA and the α,β-unsaturated aldehydes acrolein of the crosslinker PEGDA based on the aza-Michael addition mechanism^33^, thus resulting in a DNAgel with three-dimensional (3D) network (Fig. 2a). It can be clearly observed that the DNA solution precursor was crosslinked after the introduction of PEGDA, and was able to absorb water, swell and hold the water after the addition of deionized water (DW). The representative photographs of crosslinking and swelling processes were shown in Fig. 2b. The scanning electron microscope (SEM) image (Fig. 2c) showed that the microstructures of the prepared DNAgel with porous network. The Rheology test was conducted on DNAgel to verify the gelation. As shown in the Fig. 2d, the storage modulus (G′) was higher than the loss modulus (G″) at the low strain range (0.1–10%), indicating that the DNAgel maintained a solid-like behavior. However, when the strain was larger than 193%, G′ became lower than G″, suggesting gel collapsing. Additionally, it could be interred that our DNAgel was possibly to keep the solid-like behavior at in vivo environment because the highest strain in the body have been reported not to exceed 10%^34^. The attenuated total reflection Fourier transform infrared (ATR-FTIR) spectroscopy of the DNAgel was measured. As shown in Fig. 2e, there were no significant changes in the characteristic peaks of DNA between the pure commercial salmon sperm DNA and the crosslinked DNAgel. In particular, the peaks at 3444 cm^−1^ assigned to OH groups and peaks at 1225 cm^−1^ assigned to the symmetric stretching vibration of phosphate groups indicated the similar hydrophilicity of DNAgel to that of DNA materials. The wettability of the DNAgel was also performed by a contact angle meter (Fig. 2f and Supplementary Movie 1) and a water droplet instantly spread over and was absorbed by the DNAgel (within 90 s).

**Fig. 2:**
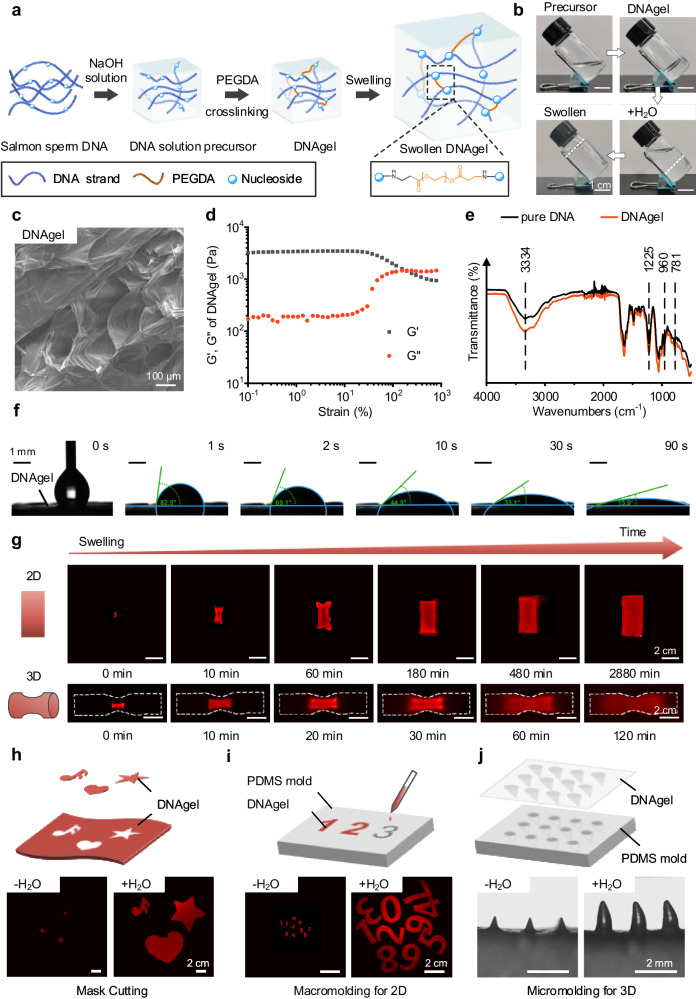
Preparation and expansion properties of DNAgel. **a** Schematic of the synthesis process. **b** Photographs of the DNA solution before and after crosslinking. Scale bar: 1 cm. **c** SEM image of DNAgel. Scale bar: 100 μm. **d** G′ and G″ of DNAgel on strain amplitude sweep. **e** ATR-FTIR analysis of pure salmon sperm DNA and DNAgel. **f** Images of water droplet absorbed by DNAgel. Scale bar: 1 mm. **g** Representative photographs of DNAgel in 2D and 3D shape during swelling process. Scale bar: 2 cm. **h** Mask Cutting, **i** macromolding for macro manufacturing (Scale bar: 2 cm) and **j** micromolding for micro-manufacturing (Scale bar: 2 mm) to obtain DNAgel in diverse shapes. Representative images are shown from three (**b**, **c**, **f**–**j**) independent experiments with similar results. Source data are provided as a Source Data file.

### Swelling behavior of DNAgel

A powerful ability to absorb liquid and then expand is crucial for ideal hemostatic materials, as the pre-dried and wrinkled gel could pass through narrow wounds and expand to fill deep and irregular cavities at the bleeding site, such as gunshot wounds. Thus, the swelling behavior of DNAgel was first evaluated and shown in Fig. 2g. The swelling process of DNAgel soaked in DW was continuously monitored and it was able to absorb liquid up to 470 times its own weight (Supplementary Fig. 1). The swelling behavior reached a plateau after 8 h. Furthermore, the cylindrical DNAgel could also swell in 3D space. In particular, the DNAgel swelled in a long mid-narrowed tube, and eventually fit the shape of the tube. To determine the processability of the DNAgel, we developed several methods to obtain DNAgels in different shapes: cutting the cured DNAgel into complex patterns via masks, or shaping the precursor into different macro- and microstructures due to its in-situ gelation (Fig. 2h–j). These DNAgels retained the ability of strong water absorption and isotropic expansion.

### Adhesion of DNAgel

For deep and severe bleeding sites, the strong wet tissue adhesion endowed the gels with excellent hemostasis performance upon sealing the bleeding wound and slowing the bleeding rate. The DNAgel fabricated into flat patches (Fig. 3a) were utilized for subsequent experiments on tissue adhesion and wound hemostasis. Given the excellent water uptake capacity, the DNAgel rapidly hydrated and swelled upon contact with the wet tissue interface, driven by the negatively charged phosphate groups in the DNA strand. Simultaneously, the phosphate groups in the DNA strand formed intermolecular bonds (such as hydrogen bonds and electrostatic interactions) with the tissue surfaces (Fig. 3b). Subsequently, we quantitatively analyzed the wet shear adhesion strength of the DNAgel according to previous research^35^ and the result was exhibited in Fig. 3c and Supplementary Fig. 2. The adhesion strength of DNAgel was 5.29 ± 0.80 kPa, slightly higher than that of clinical tissue adhesive (for example, GelMA), however, significantly higher than that of control group. In addition, the results of the 90-degree peeling test (Fig. 3d) showed that the DNAgel can establish a tough adhesion with an interfacial toughness of 168.56 ± 6.82 J m^−2^ between wet rat skin. To evaluate the ability of the DNAgel to adhere to wet surfaces in vivo, we also applied a rounded DNAgel to the surface of a rat liver with gentle pressure for 5 s (Fig. 3e). The DNAgel adhered firmly to the liver and was difficult to remove. Remarkably, the DNAgel disappeared when the liver was re-exposed after 7 days, as shown in Supplementary Fig. 3, suggesting that the DNAgel could be biodegraded within one week in vivo.

**Fig. 3:**
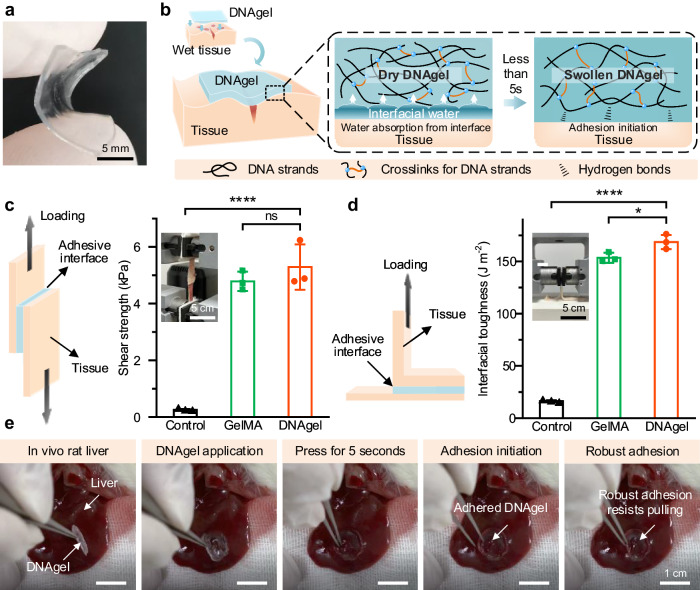
DNAgel exhibited excellent wet adhesion to tissue. **a** Bending shape of the DNAgel. Scale bar: 5 mm. **b** Schematic of adhesion formation between DNAgel and wet tissue. **c** Lap shear tests and **d** 90-degree peel tests of DNAgel with rat dorsal skin (1 cm*2 cm). Scale bar: 5 cm. Data were presented as mean ± SD (*n* = 3). **e** Adhesion of a DNAgel on rat liver in vivo. Scale bar: 1 cm. Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**c**, **d**). Representative images are shown from three (**a**, **c**–**e**) independent experiments with similar results. Source data are provided as a Source Data file.

### In vitro hemostasis and biocompatibility of DNAgel

The capacity of aggregated erythrocytes and platelets was an essential indicator of hemostatic performance. The interaction of erythrocytes/platelets with DNAgel was observed by SEM. As shown in Fig. 4a, intact but shriveled erythrocytes adhered and piled up on the surface of the DNAgel. When the blood came to contact with the dried DNAgel, the fluid was absorbed by the DNAgel while the red blood cells (RBCs) and platelets were trapped and concentrated on the dense surfaces of the DNAgel, rather than the deeper layers (Supplementary Fig. 4). Some activated platelets with pseudopods were observed on the surface of the DNAgel. As for the gelatin sponge (GS) group, erythrocytes and platelets passed through the three-dimensional network of GS, and fewer erythrocytes were observed to attach to the smooth surface of GS. Besides, a large amount of fibrin (white arrow) was observed in the blood clot on the DNAgel surface (Supplementary Fig. 5). It was also observed by confocal laser scanning microscope (CLSM) that the RBCs (red) and platelets (green) were evenly distributed and colocalized with the three-dimensional DNA network (blue) (Fig. 4b) after DNAgel was soaked in fresh rat blood. Furthermore, platelets in activated status were found in the DNA network (blue), appearing red fluorescent (Supplementary Fig. 6). However, other cells related to blood clotting, such as lymphocytes, monocytes, and leucocytes, were barely observed. It was indicated that the DNA network may provide a scaffold for the enrichment and adhesion of RBCs and platelets, rather than other cells. The schematic illustration of adhesion and activation of erythrocytes and platelets on DNA gel was shown in (Fig. 4f). Additionally, the in vitro blood coagulation test revealed that the DNAgel could absorb blood and facilitate blood coagulation within 10 min (Fig. 4c and Supplementary Fig. 7). The blood clotting index (BCI) was also used for a preliminary assessment of the hemostatic capacity of DNAgel. As shown in Fig. 4d, the quantitative values in the DNAgel and GS groups reached 5.76 ± 1.57% and 28.82 ± 0.75%, respectively, suggesting the good blood clotting capacity of DNAgel. Besides, the biocompatibility of the DNAgel was also investigated. The in vitro viability of WRL68 cells incubated with DNAgel-conditioned medium was equivalent to that of the control medium, indicating the excellent cytocompatibility of DNAgel after 48-h culture. (Supplementary Fig. 8). On the other hand, the hemolysis assay was performed to evaluate the hemocompatibility of DNAgel. The quantitative hemolysis ratios of DNAgel at different concentrations showed no obvious variation with the PBS negative control group and commercial GS group (Fig. 4e). Additionally, rheological properties of DNAgel after fully swelling in the PBS and also the heparinized fresh whole blood were measured to ensure the stability of DNAgel in vivo (Supplementary Figs. 9, 10).

**Fig. 4:**
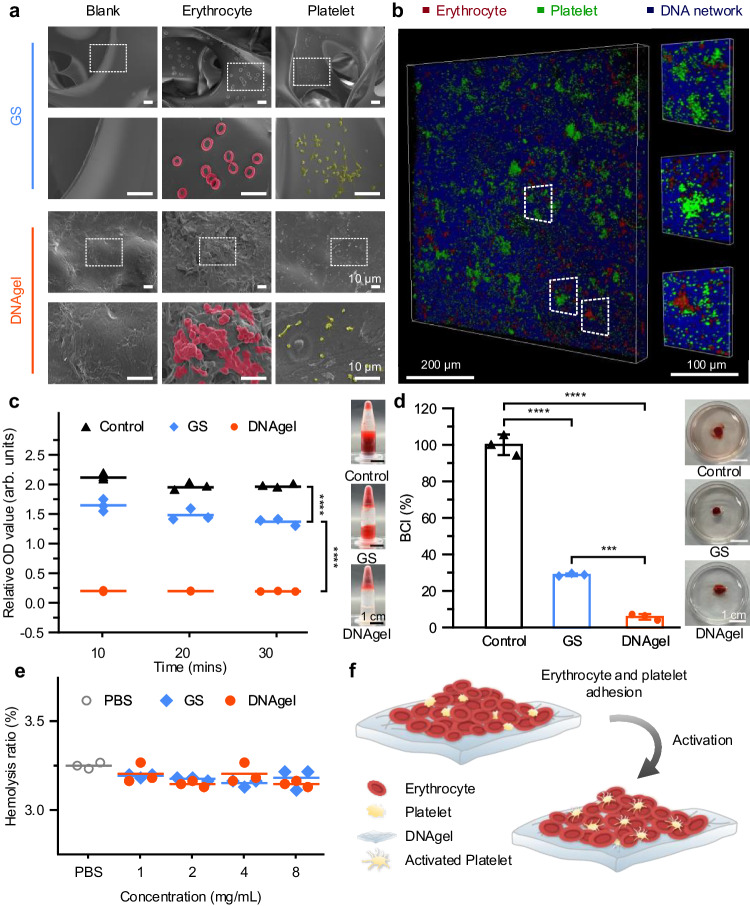
DNAgel exhibited excellent in vitro procoagulant ability and biocompatibility. **a** Representative SEM images of erythrocytes (red) and platelet (yellow) adhesion to the gelatin sponge (GS) with porous cavity and DNAgel with dense surface. Scale bar: 10 μm. **b** CLSM images of erythrocytes (red) and platelets (green) aggerated and adhered to the surface of DNA network (blue). Scale bar: 200 μm (left); Scale bar: 100 μm (right, enlarged). **c** Absorbance of blood clotting samples at different time points measured at 540 nm with UV–vis spectrophotometer and the representative pictures at 30 min. Scale bar: 1 cm. **d** Blood clotting index (BCI) of DNAgel and representative pictures, according to BCI(%) = $$\frac{{A}_{{{{{{\rm{Experimental}}}}}}}}{{A}_{{{{{{\rm{Negative}}}}}}}}\times 100\%$$. Scale bar: 1 cm. Data were presented as mean ± SD (*n* = 3 biologically independent samples). **e** Hemolysis ratio of DNAgel, according to Hemolysis ratio (%) = $$\frac{A_p}{A_{t}}\times 100\%$$. **f** Schematic illustration of adhesion and activation of erythrocytes and platelets on DNA gel. Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**c**, **d**). Representative images are shown from three (**a**–**d**) independent experiments with similar results. Source data are provided as a Source Data file.

### In vivo hemostatic performance of DNAgel

Since the DNAgel had absorbent property, adhesive capacity, and the ability to adhere and accumulate erythrocytes and platelets, we assumed that the DNAgel should be a promising candidate for rapid hemostasis, which can stick to the surrounding tissues of the bleeding point and perform as a physical barrier to promote hemostasis. Specifically, we employed DNAgel for hemostasis assays in three bleeding models, including rat-tail amputation, femoral artery injury and liver puncture wound models (Fig. 5). DNAgel exhibited an evident hemostatic effect in all models. For tail amputation model, DNAgel was applied and adhered to the section of bleeding tail, preventing the blood from flowing out of the wound. It was seen from Fig. 5a that the tail amputation model treated with DNAgel bleed less than the control and GS groups. The quantitative results further showed that the amount of blood loss in the DNAgel group was 0.04 ± 0.02 g, which was significantly reduced compared to that of the GS (0.36 ± 0.07 g) and control group (0.97 ± 0.3 g). It was indicated that the DNAgel could reduce the blood loss by 87.7% compared to GS. Then a rat femoral artery injury model was used to evaluate the hemostatic property of DNAgel on massive hemorrhage. Blood welled out from the wound when hemostatic forceps were opened, and three pieces of Gauze were completed wetted with blood in the control group. In addition, in the GS group, GS was immediately applied, followed by finger pressing for 30 s, when the femoral artery was ruptured. However, blood gushed out when the hemostatic forceps were removed. In comparison, the DNAgel still adhered and wrapped around the femoral artery injury after removing the external force, preventing the spillage of blood and promoting coagulation. The amount of blood loss in the DNAgel group was 0.33 ± 0.11 g, which was impressively less than the GS and control group. Furthermore, the hemostatic capacity of DNAgel was evaluated in the liver model, which contains the most abundant blood vessels among visceral organs. Blood gushed out once the wound was created, and impregnated the entire gauze in the control group. In contrast, the areas of blood staining were smaller in the GS and DNAgel groups. In addition, the blood loss was in the following order: control group (5.87 ± 0.36 g) > GS group (2.07 ± 0.47 g) > DNAgel group (0.66 ± 0.32 g). The peritoneal lavage fluid samples were collected from rat femoral artery and liver puncture wound models, respectively. The DNAgel group showed the lowest relative O.D. value, indicating less blood loss and faster hemostasis capability for DNAgel (Fig. 5d).

**Fig. 5:**
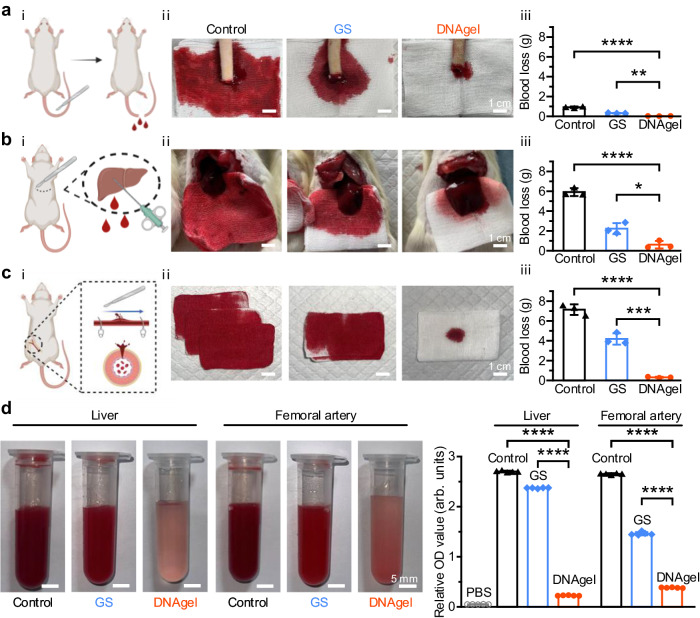
DNAgel showed hemostatic performance in both superficial and deep bleeding models in vivo. **a**–**c** Established SD rat tail amputation, liver puncture and femoral artery injury model, and the dynamic hemostatic ability using either gelatin sponge (GS) or DNAgel. Scale bar: 1 cm. Data were presented as mean ± SD (*n* = 3). Panels **a**–**c** was in part created with Biorender.com. **d** Peritoneal lavage fluid samples after femoral artery and liver hemostasis. Scale bar: 5 mm. Error bar, SDs (*n* *=* 5). (*p < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**a**–**d**). Representative images are shown from three (**a**–**d**) independent experiments with similar results. Source data are provided as a Source Data file.

### Mechanism of hemostasis via DNAgel

In order to further explore the molecular biological processes of DNAgel network in swelling, enrichment and activation of platelets and finally hemostasis, we analyzed the key molecules of platelet activation and clotting-related signaling pathways by transcriptome sequencing and flow cytometry. The proportion of activated platelets (CD62P positive cells) after DNAgel treatment was quantified by flow cytometry, while the platelet-rich plasma and/or whole blood treated with the TRAP-6, GS, DNA aq and no treatment were used as controls. The gating strategy was provided in Supplementary Fig. 11. It was shown in Fig. 6b, c that 85.26 ± 0.32% of platelets in the platelet-rich plasma of DNAgel group were activated, which was second only to the TRAP-6 positive control (90.23 ± 0.29%), and higher than the group of GS (78.73 ± 3.81%), DNAaq (66.73 ± 1.36%) and untreated (4.93 ± 3.01%) groups. Moreover, 71.23 ± 0.81% of the platelets in the whole blood of DNAgel group were activated, comparable to the TRAP-6 group (78.73 ± 0.44%) and apparently higher than the other three groups. Besides, the conformational change of platelet Glycoprotein IIb/IIIa (GPIIb/IIIa) was further investigated to characterize the activated status of platelets. It was shown in Supplementary Fig. 12 that 11.20 ± 0.17% of the platelets were PAC-1 positive in the DNAgel group, which was lower than that of the TRAP-1 group (34.17 ± 1.74%), but significantly higher than that of the GS group (5.05 ± 0.25%), DNAaq group (1.43 ± 0.09%) and untreated group (0.97 ± 0.14%). These results indicated that the DNA hydrogel we prepared could induce a conformational change of GPIIb/IIIa on the surface of platelets from the low-affinity state into the high-affinity state, thereby promoting platelet activation and aggregation. To better understand the molecular mechanism of exogenous DNA materials as a biofunctional scaffold for platelet enrichment and activation in hemostasis at early stage of trauma, RNA sequencing transcriptome analysis was conducted on blood samples comparing the group of DNAgel with GS. It was observed that the expressions of hemostatic-related genes, including F5, PLCG2, Vav2, Vav3 and Dgka, were significantly upregulated in the DNAgel group after the initial coagulation signal was triggered compared to the GS group (Fig. 6d, e). 

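RNA from whole blood of rats was sequenced in 9 libraries, with 3 libraries each of blood incubated for 15 min with DNAgel, blood incubated for 15 min with GS, and untreated blood (Control). No incubation time is given for the Control, so in comparisons with it time cannot be told apart from material. GS is a gelatin sponge, a commercial hemostatic material. Whole blood holds red cells, platelets and white cells, and each value is the average over all of them. The libraries were made from poly(A) RNA with a protocol that marks the strand and with adapters that carry unique molecular identifiers. The authors' table gives an estimated count and an FPKM value for 12854 genes in each library, and nothing in the sources used here says whether the 3 libraries of a group came from separate rats. The p-values therefore measure only the spread between these samples, which may be technical. The paper names LC-BIO and the OmicStudio tools, and the submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4, UMI-tools, StringTie 1.3.4d, DESeq2 and edgeR without their order or role.
Total counts were 64383719 to 66647051 (median 66107661) in the Control, 51838917 to 68076324 (median 67985285) in the DNAgel group and 59243419 to 66309494 (median 65255521) in the GS group. Hemoglobin transcripts, which come from immature red cells, took most of every library. The 9 hemoglobin genes held 95.8% of the counts on average, which left 2344910 to 3216776 counts per library for all other genes. Their share of the summed FPKM was 89.9% ± 1.3 (SD, n = 3) in the Control, 90.2% ± 1.08 in the DNAgel group and 91.7% ± 0.766 in the GS group. These shares were not told apart by exact two-sided permutation tests, with p = 0.2 for DNAgel against GS, p = 0.7 for DNAgel against Control and p = 0.1 for GS against Control, where 0.1 is the smallest p that 3 libraries against 3 allow. The most abundant transcript, Hbb-b1, encodes a beta-globin chain and had 652843 ± 80494 TMM-normalized CPM in the DNAgel group and 638430 ± 45389 in the GS group (SD, n = 3). Hba-a2, which encodes an alpha-globin chain, had 279285 ± 20956 CPM in the DNAgel group and 370406 ± 16310 in the GS group, with a log2 fold change of −0.41 (standard error 0.12, adjusted p = 0.193 from edgeR). Between 6029 and 8417 genes per library had a count above 0.
Expression was compared with edgeR's quasi-likelihood test on the estimated counts, with all 9 libraries in the same fit, and p-values were adjusted by the Benjamini-Hochberg method. The test covered the 3561 genes with an FPKM over 0.1 in at least 3 libraries. The most frequent count above 0 was 4 in every library, so 1 count does not stand for 1 read pair. The lowest level that a group of 0 counts allows was therefore set at 12 counts over the group, and this limit covers counting error only. Coordinates are those of the table, which names no genome build.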

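In these libraries none of the 5 genes was higher in the DNAgel group than in the GS group by edgeR's quasi-likelihood test, and 4 of them were close to the limit of detection in all groups. F5 encodes coagulation factor V, the cofactor of factor Xa in the complex that turns prothrombin into thrombin. Its estimated count was 24.7 ± 11.0 (SD, n = 3) in the DNAgel group, 27.7 ± 3.79 in the GS group and 24.3 ± 5.86 in the Control. Plcg2 encodes phospholipase Cγ2, which makes the second messengers that release calcium in activated platelets, and had 4 counts in GS replicate 2 and 0 in the other 8 libraries. Vav2 and Vav3 encode exchange factors that load small GTPases of the cytoskeleton with GTP. Vav2 had 11 counts in Control replicate 1 and 4 in DNAgel replicate 3, and Vav3 had 4 counts each in Control replicates 1 and 2 and 7 in DNAgel replicate 1, with 0 in the other libraries. Dgka encodes diacylglycerol kinase alpha, which converts diacylglycerol into phosphatidic acid, and had 8 counts in GS replicate 2, 3 in GS replicate 3 and 0 elsewhere.
F5 (ENSRNOG00000057855) lies on chromosome 13 from 76513255 to 76582317. Its log2 fold change for DNAgel against GS was −0.24 (standard error 0.64, adjusted p = 1 from edgeR), with a 95% interval from −1.50 to 1.02 by the normal approximation and p = 1 in an exact two-sided permutation test. Plcg2 (ENSRNOG00000051986) lies on chromosome 19 from 45547416 to 45683930 and Dgka (ENSRNOG00000022943) on chromosome 7 from 1148735 to 1174844. Vav2 (ENSRNOG00000007422) lies on chromosome 3 from 10584688 to 10754052 and Vav3 (ENSRNOG00000020485) on chromosome 2 from 197011831 to 197354321. Each of these 4 genes had an adjusted p of 0.608 over all genes in edgeR and of 0.247 when adjusted over the list alone, beside 0.707 for F5. No fold change is given for the 4, because their totals in the DNAgel and GS groups were both under the 12 counts that the depth allows to be told from 0, so a difference was not detectable at this depth. The 5 genes fell below the filter on low FPKM and were tested in a fit of all 12854 genes with no filter, in which 0 of the 5 had an unadjusted p under 0.05 (lowest 0.117, Dgka). With no filter, limma, chosen after the data were seen, raised 0 of the 5 as well. It gave an unadjusted p under 0.05 to Dgka alone, which was lower in the DNAgel group. DESeq2 with no filter, also chosen afterwards, gave an adjusted p to F5 alone, which was not higher. The lowest unadjusted p in DESeq2 was 0.267, for Dgka.
Of the 10 genes in the heatmap, a list the study chose on these samples, 8 were analysed here. Dennd4a, an exchange factor for Rab GTPases of vesicle traffic, had the highest counts of them, with 149 ± 25.7 (SD, n = 3) in the DNAgel group and 121 ± 9.07 in the GS group, a log2 fold change of 0.22 (standard error 0.23, adjusted p = 0.871 from edgeR). Cyth2, an exchange factor for ARF GTPases, had 10.3 ± 3.51 and 10.0 ± 8.89 counts, a log2 fold change of −0.02 (standard error 1.21, adjusted p = 0.998 from edgeR). Arhgef6, an exchange factor for Rac and Cdc42, had 20 counts summed over the DNAgel group and 16 over the GS group. Lbh and Rapgef3 were not analysed here. The paper states that expression of the 5 genes rises in blood treated with DNAgel once the initial coagulation signal is triggered, and draws from its results the scheme in Fig. 6a, in which fibrin bound to GPIIb/IIIa activates Src family kinases. From there, in the paper's wording, the signal may take 1 route through the SYK/Vav complex to PLCγ2 or another through c-Src.

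**Figure D1:**
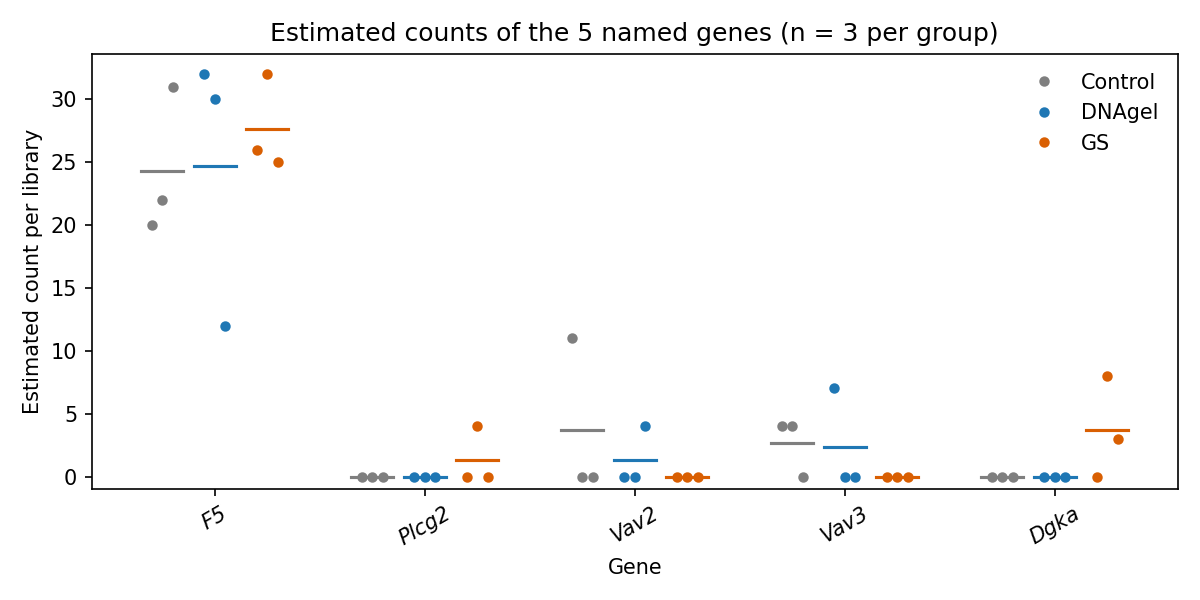
Estimated counts of F5, Plcg2, Vav2, Vav3 and Dgka in each library of whole blood, with points for single libraries and bars for the mean of 3 libraries per group. F5 lies between 12 and 32 counts in all 9 libraries, and the other genes have at most 11 counts in any library.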

The results detected by quantitative polymerase chain reaction (qPCR) and western blot also revealed the increased expression of PLCG2, Vav2 and Vav3 in the platelets treated with DNAgel (Supplementary Fig. 13). The DNA sequences of primers used for qPCR were provided in Supplementary Table 1. The content of activated coagulation factor VII (FVIIa) and thrombin in the DNAgel-treated plasma were both increased, compared to the untreated plasma (Supplementary Figs. 14, 15). In addition, according to the GSEA analysis, the platelet formation, aggregation and activation pathways were significantly upregulated in the DNAgel group compared to the GS group (Fig. 6f). 

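The 3 platelet gene groups were not told apart between the DNAgel group and the GS group. GSEA gave the platelet formation list a normalized enrichment score of −0.852 and the platelet aggregation list −0.968, both toward lower ranks in the DNAgel group, and the platelet activation list 0.845 toward higher ranks, each with an adjusted p of 0.669 from fgsea. Flna, which encodes filamin A, a crosslinker of actin that anchors the platelet receptor for von Willebrand factor, was the only member of these 3 lists that changed. It was higher in the DNAgel group, with 3.63 ± 0.316 CPM (SD, n = 3) against 1.48 ± 0.439 in the GS group and 3.68 ± 0.455 in the Control, a log2 fold change of 1.29 (standard error 0.24, adjusted p = 0.0184 from edgeR). It was picked for naming after its value was seen.
Measured genes are those above the filter on low FPKM. These were 15 of 25 entries found for platelet formation, 15 of 30 for platelet aggregation and 26 of 60 for platelet activation. Of 15 measured genes of platelet formation, 1 was higher and 14 did not pass the test over all genes or adjusted over the list alone. Gp1bb, a subunit of the von Willebrand factor receptor, had a log2 fold change of 0.24 (adjusted p = 0.805 from edgeR), and Nfe2, a transcription factor of megakaryocytes that drives platelet release, had 0.13 (adjusted p = 0.838 from edgeR). Of 15 measured genes of platelet aggregation, 1 was higher and 14 did not pass, while 1 was higher and 1 was lower when adjusted over the list alone. Their median log2 fold change was −0.16 and their mean 0.01. Clec1b, the platelet receptor for podoplanin, had 42.2 ± 1.96 CPM in the DNAgel group and 51.0 ± 11.2 in the GS group (SD, n = 3), and Gp6, the collagen receptor GPVI, had 1.15 ± 0.612 and 1.62 ± 0.143. Itga2b and Itgb3, which encode the subunits of GPIIb/IIIa, had log2 fold changes of −0.16 and 1.17 (adjusted p = 0.940 and 0.757 from edgeR). Actb, which encodes beta-actin, had a log2 fold change of −0.49 (standard error 0.14, adjusted p = 0.178 from edgeR), and the more abundant of 2 table entries for Actg1, which encodes gamma-actin, had 0.08 (adjusted p = 0.966 from edgeR), or −0.17 without DNAgel replicate 2. Of 26 measured genes of platelet activation, 0 passed the edgeR test over all genes and 0 when adjusted over the list alone. Plcg2, Vav2 and Vav3 belong to this list but fell below the filter. With no filter the GSEA score of the list was 0.815 (adjusted p = 0.821 from fgsea). Rhoa, a GTPase that controls platelet shape change, had a log2 fold change of −0.31 (adjusted p = 0.411 from edgeR), and Fcer1g, the signaling chain paired with GPVI, had −0.18 (adjusted p = 0.897 from edgeR). The median of the platelet activation list was −0.03 and its mean 0.18, so the sign differs between them.
Of 24 measured platelet marker genes, 1 was higher in the DNAgel group (Thbs1, which encodes thrombospondin 1 of the alpha granules and was picked for naming after its value was seen) and 23 did not pass, while 1 was higher and 1 was lower when adjusted over the list alone. The list had an adjusted p of 0.178 from camera toward lower values. Plek, a substrate of protein kinase C in platelets, had a log2 fold change of −0.44 (adjusted p = 0.7 from edgeR) and Rgs18, a regulator of G protein signaling in platelets, −0.37 (adjusted p = 0.728 from edgeR). The lists were written by hand, since the table's GO terms for these groups left only 3 tested genes each, and fgsea ranked all tested genes by the signed root of edgeR's F statistic. Without DNAgel replicate 2, the score of the activation list was −1.60 with an adjusted p of 0.0386, toward lower ranks in the DNAgel group. The adjusted p lay between 0.0386 and 0.880 over the 28 alternatives. The sign of all 3 scores turned under some settings. With the 42 tested genes that the table assigns to the KEGG platelet activation pathway, a setting chosen after the data were seen, the score was 0.939 (adjusted p = 0.541 from fgsea).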

According to the above results, we visually demonstrated the molecular biological process of coagulation promotion by DNAgel in Fig. 6a. When contacted with DNAgel, the negatively charged surface of DNAgel may activate FSAP, which further activated the coagulation Factor VII in the blood, and enriched platelets. Once the initial coagulation signal was triggered, the expression of hemostatic-related genes was significantly upregulated, which further converted fibrinogen into fibrin and bound to GPIIb/IIIa on the surface of the platelet membrane, stimulating SFK activation^36,37^. Intracellular signaling may be transmitted by two pathways: i. SFKs activated SYK and promoted the assembly of the SLP76/LAT/Btk/Vav complex, which mediated PLCγ2 activation in a manner similar to the GPVI-mediated ITAM signaling pathway; ii. SFKs phosphorylated c-Src and activated RhoA GTP to inactivate RhoA, activating the signals associated with platelet activation^38^. Once platelets were activated, α-granules, dense granules and lysosomes were further released into the microenvironment^39^, triggering a widespread coagulation cascade and promoting clot formation. It can be inferred from these results suggested that in addition to intercepting and enriching platelets and erythrocytes, the DNAgel network could further accelerate the maturation of blood clots through the FVII signaling pathway.

**Fig. 6:**
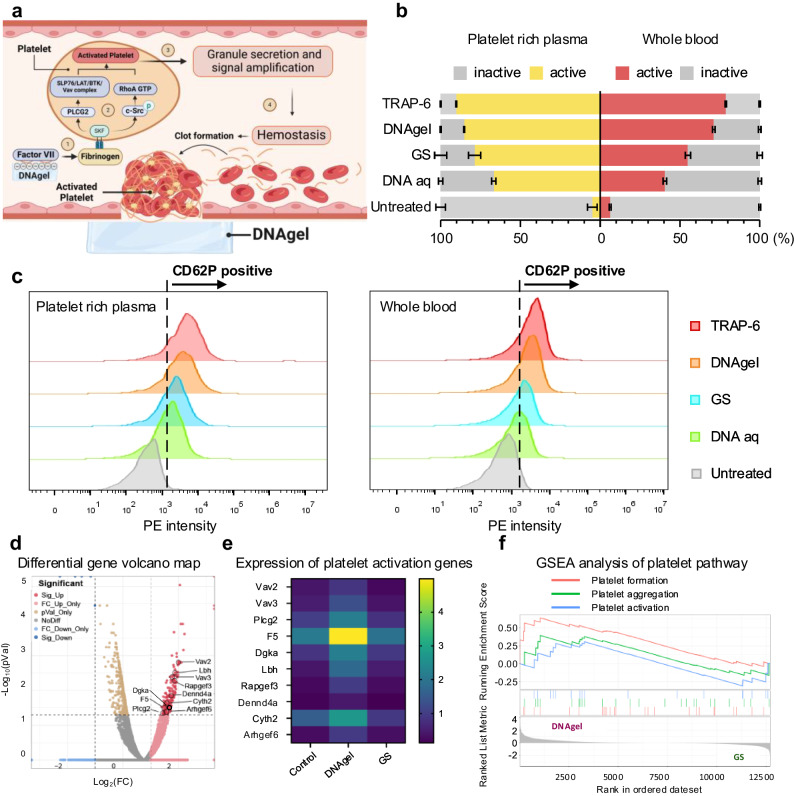
DNAgel promoted platelet activation and accelerated the clotting process by upregulating related genes. **a** Signaling pathway of clotting cascade triggered by DNAgel. Panel **a** was in part created with Biorender.com. **b** Statistical results of platelet activation and **c** representative flow cytometry plots under different treatment conditions. Data were presented as mean ± SD (*n* = 3). **d** RNA-seq analysis of whole blood cells, and differential expressed genes presented in a volcano map. Cutoff line: Log_2_ fold change (Log_2_FC) > |2| and adjusted *p* value < 0.01. **e** Heatmap of differential expressed genes related to platelet activation and **f** GSEA of KEGG pathway analysis related to platelet. Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**b**). Source data are provided as a Source Data file. RNAseq data generated in this study have been deposited in the GEO DataSets under accession code GSE268849.

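Genes that cells switch on within minutes of a stimulus were higher in the DNAgel group than in the GS group. Of 15 measured immediate-early genes, 5 were higher, 0 were lower and 10 did not pass the test over all genes, and 12 were higher when adjusted over the list alone. Fos and Jun encode the subunits of the transcription factor AP-1, and Zfp36 encodes tristetraprolin, which speeds the decay of inflammatory mRNAs. Fos lies on chromosome 6 from 105121170 to 105124036 and had 3.04 ± 0.561 CPM (SD, n = 3) in the DNAgel group, 0.614 ± 0.424 in the GS group and 3.08 ± 0.437 in the Control. This is a 4.89-fold difference between DNAgel and GS, or a log2 fold change of 2.29 (standard error 0.37, adjusted p = 0.0112 from edgeR). Jun had a log2 fold change of 2.26 (adjusted p = 0.0166), Zfp36 of 2.01 (adjusted p = 0.00262), Fosb of 3.26 (adjusted p = 0.0377) and Klf6 of 2.35 (adjusted p = 0.0495), all from edgeR, and these 4 were picked for naming after their values were seen. Egr1, a zinc finger factor of the same list and also picked afterwards, had 1.69 (adjusted p = 0.0853 from edgeR) and Btg2, an antiproliferative factor picked in the same way, 0.20 (adjusted p = 0.903 from edgeR). The median log2 fold change of the list was 2.26, or 1.83 with Atf3 and Myc, which had no count in the GS group, put at their lower bound. By camera the list was higher with an adjusted p of 8.18e-23, and with an estimated correlation the adjusted p was 0.0385. The list did not pass for DNAgel against Control (median log2 fold change 0.16, adjusted p = 0.736 from camera). It was lower in the GS group than in the Control (adjusted p = 1.79e-21 from camera, or 0.0454 with an estimated correlation).
In all, 29 genes were higher in the DNAgel group, and 0 were lower at an adjusted p under 0.05 from edgeR, while 213 were higher and 123 lower at an unadjusted p under 0.05. DESeq2 gave 53 higher and 10 lower, and limma on log2(FPKM + 0.1) gave 24 higher and 3 lower. Every library of the DNAgel group was above every library of the GS group for each of the 29. Over all tested genes the groups did not overlap for 14.7%, where chance gives 10%. At a log2 fold change over 2 and an adjusted p under 0.01, the cutoffs of the legend, 2 genes passed, Zfp36 and ENSRNOG00000067483, an unnamed gene on chromosome 1 from 23638268 to 23638719 that had no count in the GS group and was at least 14.1-fold higher in the DNAgel group. This count of 2 was 17 with DESeq2, 12 with no filter and 8 with counts divided by 4, a setting chosen after the data were seen. It was 7 without GS replicate 2, 5 without GS replicate 3, and 1 without Control replicate 1 or 3, DNAgel replicate 2 or 3, or GS replicate 1. At a log2 fold change over 1 and an unadjusted p under 0.05, 145 genes were higher and 41 lower.
Hspa5, the main chaperone of the endoplasmic reticulum, lies on chromosome 3 from 18055405 to 18059891 and had 6.80 ± 0.587 CPM in the DNAgel group and 1.81 ± 0.701 in the GS group (SD, n = 3), a log2 fold change of 1.91 (standard error 0.26, adjusted p = 0.00262 from edgeR). Apoe, an apolipoprotein that carries lipids and is made by macrophages, lies on chromosome 1 from 79353916 to 79357891 and was 4.75-fold higher (log2 fold change 2.25, standard error 0.36, adjusted p = 0.0169 from edgeR). Sat1, the rate-limiting enzyme of polyamine breakdown, on chromosome X from 40157046 to 40196813, rose by 1.47 on the log2 scale (adjusted p = 0.00656 from edgeR), and H3f3a, which encodes histone H3.3, on chromosome 10 from 101256480 to 101258709, by 1.12 (adjusted p = 0.00552 from edgeR). Of 6 measured genes of inflammatory signaling, 1 was higher (Socs3, a feedback inhibitor of cytokine receptors, picked for naming after its value was seen) and 5 did not pass, and the list was higher by camera with an adjusted p of 0.0103, or 0.186 with an estimated correlation. The list of monocyte genes was higher by camera with an adjusted p of 0.0392, or 0.408 with an estimated correlation. Pf4, which encodes platelet factor 4 and was picked for naming after its value was seen, had 241 ± 5.57 CPM in the DNAgel group, 254 ± 41.2 in the GS group and 259 ± 28.0 in the Control (SD, n = 3), a log2 fold change of −0.08 between DNAgel and GS (adjusted p = 0.940 from edgeR).
All 29 had a log2 fold change below 0 for GS against Control, with a median of −1.81, and 0 of them passed the edgeR test for DNAgel against Control, where their log2 fold changes lay between −0.72 and 0.67. The 29 were called for lower values in the GS libraries, and GS against Control uses these same libraries. Its sign for the 29 was therefore partly set by how they were called and is not independent support. Over all genes 23 differed between GS and Control, of which 22 were lower in the GS group, and Fos and Hspa5 were lower by a log2 fold change of −2.31 (adjusted p = 0.0157) and −1.94 (adjusted p = 0.00368) in edgeR. The count of 23 became 4 without Control replicate 1, 4 without Control replicate 2, 7 without Control replicate 3, 5 without GS replicate 1, 6 with only the 2 groups in the fit and 9 with a replicate block. A replicate block on the Control and GS libraries alone was chosen after the data were seen. It gave 0 genes in edgeR (77 higher and 179 lower at an unadjusted p under 0.05) and 2 in limma. With this block Fos and Hspa5 had an adjusted p of 0.130 in edgeR. DESeq2 on these libraries, fitted without the block, called 35 genes. The count of 29 became 8 without DNAgel replicate 1, 8 without DNAgel replicate 2 and 10 without GS replicate 1. It was 7 with only the DNAgel and GS libraries in the fit and 14 with a replicate block over all libraries. Fos did not pass without DNAgel replicate 2 (adjusted p = 0.0778), without GS replicate 1 (0.0841) or with only the DNAgel and GS libraries (0.0529), and the settings in which Apoe did not pass include those without DNAgel replicate 1 (0.0703), without DNAgel replicate 2 (0.0900) or with only these libraries (0.118). Over 24 alternatives fitted with edgeR, DESeq2 or limma the adjusted p lay between 2.02e-12 and 0.0841 for Fos, which passed in 21, and between 1.66e-16 and 0.118 for Apoe, which passed in 20.

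**Figure D2:**
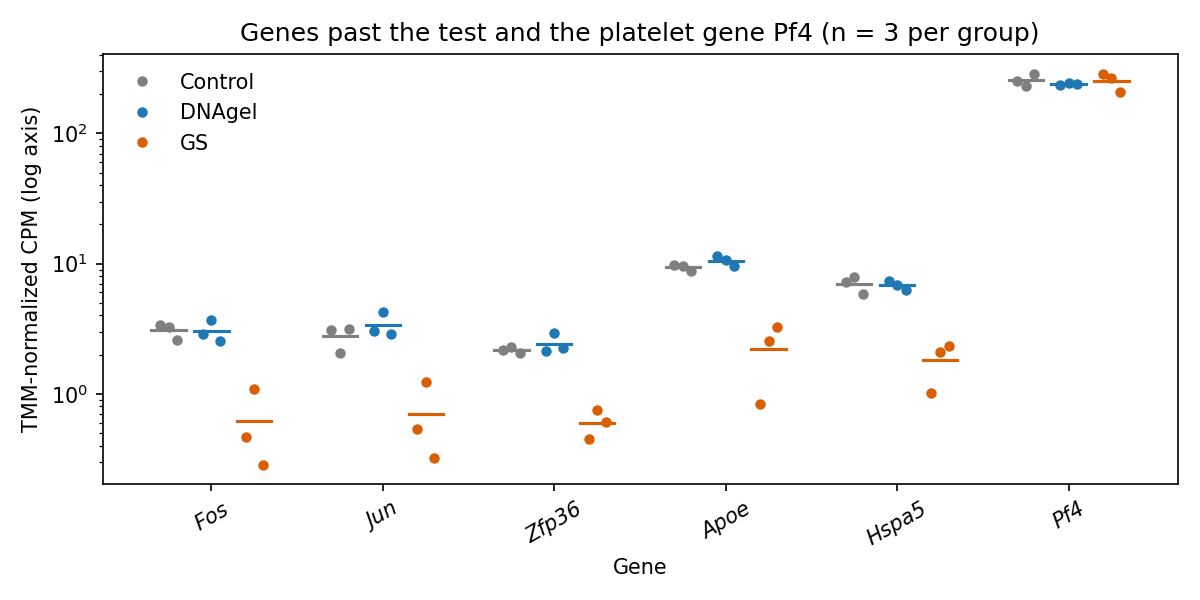
TMM-normalized CPM of Fos, Jun, Zfp36, Apoe, Hspa5 and Pf4 on a log axis, with points for single libraries of whole blood and bars for the mean of 3 libraries per group. For the 5 genes other than Pf4, every library of the GS group lies below every library of the DNAgel group and of the Control, while for Pf4 the 3 groups overlap.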

### Wound healing assessment of DNAgel and histological evaluation

Due to the effective wound-sealing property and accelerated hemostatic ability, DNAgel was further served as wound dressing for full-thickness skin defect repair. The degradability and therapeutic efficacy of DNAgel were monitored and photographed over the course of 0, 3, 5, 7 and 10 days and the quantitative wound areas and healing rates were also analyzed. The wounds treated with the GS and without treatment were set as control. As shown in Fig. 7, the DNAgel was degraded and disappeared within 2–3 days and the wound treated with DNAgel exhibited faster healing ability compared with the other two groups. The wound area in the DNAgel group contracted from 91.71 ± 1.50 mm^2^ to 45.06 ± 4.37 mm^2^ at Day 3, and the healing rate reached 50.91 ± 4.00%. The wound healing rate of DNAgel group continued to be faster than of the other two groups in the following days and became nearly 99.33 ± 0.14% at Day 10 (Fig. 7a–d). It was indicated that DNAgel had a better healing effect than the GS and control groups by comparing the wound contraction and healing rate. The detailed effects of DNAgel on wound healing at the tissue level were further assessed by histological analysis (Fig. 7e, f). The epidermal renascence and inflammation in the wound area were evaluated by immunohistochemistry staining with cytokeratin 14 (CK14) on Day 7 and Day 10. As shown in Fig. 7e and Supplementary Fig. 14, the renascent epidermal thickness became thinner for all three groups during the healing process. There was no significant difference in epidermal thickness between the control and GS group on Day 10, while the DNAgel group exhibited a thinner epidermal similar to that of normal tissue, suggesting that DNAgel promoted the wound healing. It could also be observed from the Hematoxylin and Eosin (H&E) staining that a wide range of inflammatory cells were observed at Day 7 in the control and GS groups, indicating that severe inflammation remained uncontrolled. In addition, there was little new epidermal tissue in both groups. However, only a few neutrophils appeared in the DNAgel-treated wound by Day 7. Notably, new blood vessels, renascent epidermis and hair follicles were observed, and basement membrane collagen formed in DNAgel group. At Day 10, the defect skin in the DNAgel group healed completely and was almost identical to normal skin, indicating dermal tissue regeneration, while the wounds remained opened and there were many inflammatory cells in the other two groups (Supplementary Fig. 16). The Masson’s Trichrome staining and Sirius Red staining also showed that more regenerated collagen was deposited in the DNAgel-treated wounds when compared to the control and GS groups. Moreover, the quantification demonstrated that the wound tissue of DNAgel exhibited shorter wound lengths, fewer inflammatory cells, more collagen-occupied area and more hair follicles, revealing the effects of DNAgel on accelerating wound healing. Besides, the H&E staining showed that the major organs of DNAgel group showed no significant difference from that of control group, indicating the excellent biocompatibility of DNAgel (Supplementary Fig. 17). The comprehensive analysis showed that DNAgel could accelerate wound healing, promote collagen formation and regeneration of all layers of skin, including hair follicles and sebaceous glands.

**Fig. 7:**
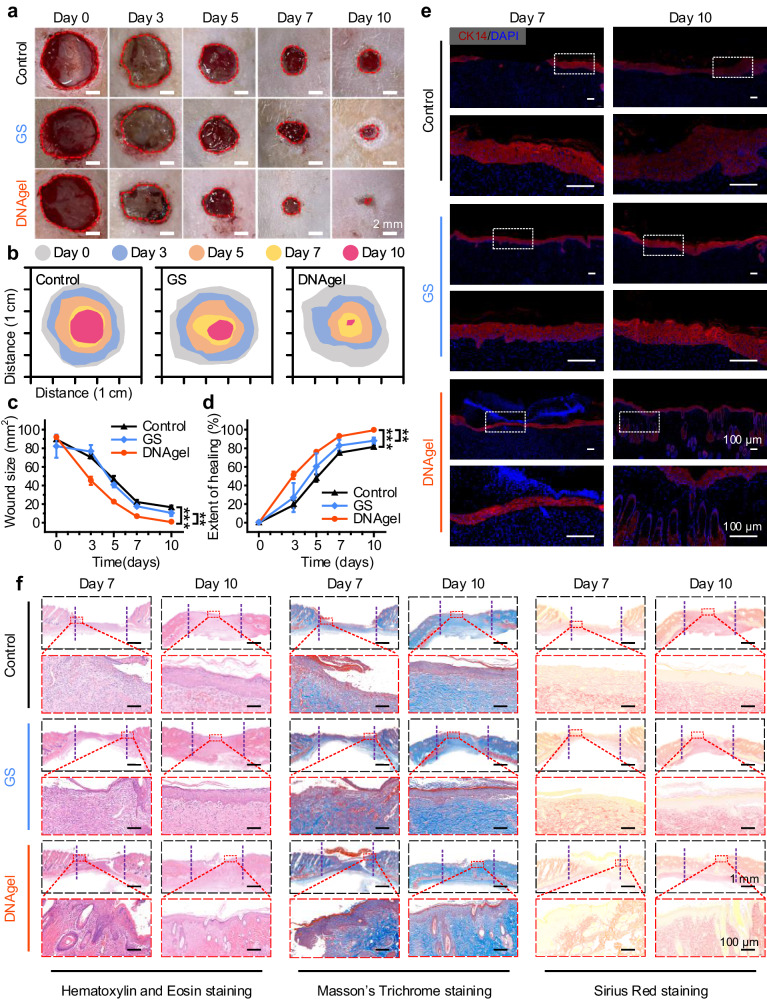
DNAgel promoted wound healing and completed skin regeneration. Six full-thickness skin defects, 1 cm in diameter, were created symmetrically along the spine on the back of each rat using a hole punch and were treated according to the group. **a** Representative wound images during healing process on Day 0, 3, 5, 7, 10. Scale bar: 2 mm. **b** Wound traces at different days. **c** Wound size and **d** healing rate at different days for each group, according to Extent of healing (%) = $$\left(1-\,\frac{{A}_{t}}{{A}_{0}}\right)\times 100\%$$. Data were presented as mean ± SD (*n* = 3). **e** Representative images of immunohistochemistry staining with CK14 (red) and DAPI (blue) on Day 7 (Wound closure time points in DNAgel group) and Day 10 (Total skin regeneration time point in DNAgel group) for each group. Scale bar: 100 μm. **f** Hematoxylin and Eosin staining, Masson’s Trichrome staining and Sirius Red staining on Day 7 and 10 of the newly regenerated skin tissues for each group. The purple dotted line marks the initial trauma margin. Scale bar: 1 mm (top); Scale bar: 100 μm (bottom, enlarged). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**c**, **d**). Representative images are shown from two (**a**, **e**, **f**) independent experiments with similar results. Source data are provided as a Source Data file.

## Discussion

In this section, we discuss the advantages and mechanisms of DNA hydrogel band-aid for accelerating hemostasis and wound healing. Previous studies have suggested that the emergency intervention such as rapid sealing is critical in bleeding tissues^3,40,41^. DNAgel proposed in this study, with wide sources and easy accessibility, exhibits strong and stable adhesion to wet/bloody tissues and serves as a physical barrier against bleeding. When applied to the trauma, the highly hydrophilic DNAgel with rough surface and porous structure rapidly absorbs water from the environment (Fig. 2c, f), which causing the distance between the DNAgel and the tissue to decrease. In contrast, GS is not good at blood absorption and tissue adhesion due to the poor hydrophilicity (Supplementary Fig. 18). Subsequently, the DNAgel immediately forms intermolecular bonds with the tissue surfaces through hydrogen bonding and electrostatic interaction, resulting in stable adhesion. Compared to hydrogels that crosslinked in situ, the pre-crosslinked DNAgel enables fast response without any mixing or handling, and avoid potential mutagenic and cytotoxic DNA lesions caused by UV irradiation^3,4,42,43^. Besides, the swollen DNAgel demonstrates the potential treatment for noncompressible hemorrhage (Figs. 2g and 5b). When stuffed into the liver wound, the DNAgel is supposed to rapidly absorb blood and expand to fill the entire lesion, similar to the self-expanding polyurethane polymer^44–46^, and causes tissue compression in confined spaces of the body^47^, forcing the blood vessels to constrict and slowing the blood flow^13,48^. The application of DNAgel to the bleeding wound can also avoid tissue damage when compared to zeolite-based hemostatic agents, which would generate heat when absorbing blood. The stable adhesion and rapid hemostasis promote the formation of a physical barrier and prevent bacterial infection. Furthermore, DNAgel facilitates the aggregation of blood cells and the absorption of blood plasma. In this study, we find that red blood cells and platelets could aggregate and attach to the surface of the DNAgel (Fig. 4a, b), providing a scaffold for platelet activation and promote thrombosis, similar to the natural neutrophil-derived extracellular DNA for physiological clotting according to the previous study^31^. According to the flow cytometry results, the proportion of platelet activation in the DNAgel group was higher than that in the DNA aq group, especially in the whole blood samples, indicating that the absorption of fluid from the blood by DNAgel, in the presence of RBCs (Fig. 6b, c), may further trigger the coagulation cascade, promoting platelet activation and hemostasis. On the contrary, the pores of nanogels may be too small for cells to pass through and cause RBCs to separate from the plasma rich in platelets and clotting factors, thus slowing down the clotting process.

More importantly, DNAgel may play a key role in the later wound healing process. The stable adhesion allows DNAgel to bring the cut sides together, like a suture, thereby promoting healing. Meanwhile, the high-swelling and porous properties suggest that the DNAgel could behave like a bridge for cell migration, and allows the two sides of wound to meet together and eventually heal. It is indicated that fibrosis may be reduced due to the expansion of gel and temporary space occupation. The disappearance of DNAgel in Fig. 7 and Supplementary Fig. 3 suggests that the long strands of DNA are biodegraded into nucleotides and then assimilated by the quick dividing cells which involved in the healing process. Another benefit is that DNAgel does not require a second extraction after a blood clot has formed, especially for deep wounds, which greatly reducing the potential risk of infection and secondary damage. In the wound healing experiment, we found that the DNAgel group could promote the complete healing of full-thickness skin defects when compared with the control group and the GS group, the healed tissue of the DNAgel group showed intact hair follicles and sebaceous glands. This may be related to the activation of innate immune pathways and the promotion of tissue regeneration by DNAgel, which requires further investigation.

In brief, we proposed a DNAgel band-aid for emergency hemostasis and accelerated wound healing. The as-prepared hydrogel shows swelling ability and instant and robust tissue adhesion to cope with the emergency of rapid bleeding in the deep. We further validated the feasibility and efficacy of DNAgel band-aid as a hemostatic agent. The DNAgel has a low hemolysis and good aggregation ability of blood red cells and platelets. The blood loss of the DNAgel groups in different hemorrhage models are significantly lower than those of the control groups, indicating that DNAgel has excellent in vivo hemostatic properties as a sealant and stuffing. Furthermore, the DNAgel band-aid possessed a better wound-healing effect than the GS. Overall, DNAgel is an effective candidate for future clinical use in deep bleeding control and emergency wound care.

## Methods

### Materials

Salmon Sperm DNA (highly molecule weight, linear), poly (ethylene glycol) diacrylate (PEGDA, average Mn 575), and sodium hydroxide (NaOH, 96%) were purchased from Coolaber, Sigma-Aldrich and Aladdin, respectively. Gelatin sponge (GS) was purchased from Hushida Medical. Sodium chloride and ethanol absolute were purchased from Sinopharm. Normal saline and phosphate-buffered saline (PBS) were bought from Cisen and Basal Media, respectively. ACD anticoagulant (r10201) was purchased from Leagene Biotechnology, K_2_EDTA blood collection tuber (367863) was purchased from Becton Dickinson, and platelet separation medium was purchased from Solarbio. Cell Counting Kit-8 (CCK-8) and Calcein/PI Cell Viability/Cytotoxicity Assay Kit were bought from Med Chem Express (MCE) and Beyotime, respectively. Human Activated Coagulation Factor VIIa (FVIIa) ELISA Kit, and Rat Thrombin ELISA Kit were purchased from MeiaoBio and Bioswamp, respectively. PLCG2 Monoclonal antibody, VAV2 Polyclonal antibody, VAV3 Polyclonal antibody, and GAPDH Monoclonal antibody were purchased from Proteintech. Phospho-PLCγ2 (Tyr759) (E9E9Y) Rabbit mAb and Multicolor Prestained Protein Ladder (WJ103) were bought from Cell Signaling Technology and Epizyme, respectively. Antibodies of FITC Mouse Anti-Rat CD61, PE Mouse Anti-Rat CD62P, and PE Anti-Human CD61 were purchased from Biolegend and FITC Anti-Human PAC-1 was purchased from ThermoFisher. Deionized water (DW) used in this study was produced by Pall Cascada™ lab water purification system. Silicon rubber molds were customized from Wenext. Sprague-Dawley (SD) rats between 200 and 250 g of weight, at 6 weeks of age, and C57BL/6 mice at 6 weeks of age were purchased from SLAC Animal.

### Preparation of DNAgel

Salmon testes DNA strands were covalently crosslinked by poly (ethylene glycol) diacrylate (PEGDA) to form 3D hydrogel networks. Specifically, the DNAgel precursor was prepared by dissolving 6 wt% salmon tests DNA in NaOH (0.127 M) solution at room temperature. The crosslinker, PEGDA (Mn = 575), was added at a mass/volume ratio of 2:1 to DNA, and then mixed thoroughly and rapidly with the hydrogel precursor. The reaction solution was centrifuged 2000 × *g* for around 20 s to eliminate air bubbles and then transferred into the custom molds. To speed up the reaction, the mold containing the DNA solution was placed on a heating-stage at 37 °C for 1 h to complete the gelation. The hydrogels were rinsed with DW and PBS to remove untreated chemicals, dried on the 37 °C-heating stage and stored sealed at room temperature for later use.

### Physical and chemical characterization

The morphology of DNAgel were evaluated using an FE-SEM, JSM-IT800 (JEOL, Japan). The freeze-dried swollen DNAgel sample was sputter coated with gold and observed at an acceleration voltage of 3 kV. The rheological analyses were performed in a HAAKE MARS 40 Rheometer (Thermo Scientific, German), and tested by using an 8 mm steel plate. Oscillatory strain amplitude sweeps were conducted at a frequency of 1 Hz at 25 °C. Oscillatory frequency sweep measurements were conducted at a certain strain amplitude. All rheological experiments were performed in triplicate, and storage modulus (G′) and loss modulus (G″) were recorded. A Nicolet FTIR spectrophotometer (Thermo Scientific, German) was used to record the FTIR spectra of the freeze-dried samples, in the range of 400 up to 4000 cm^−1^.

### Swelling capacity of DNAgel

The swelling ratio (SW) was used to evaluate the swelling capacity of DNAgel. A dried DNAgel was soaked in DW and then the hydrogel was removed at selected time intervals and weighed after removing the excess water from the gel surface with a filter paper. The The SW was calculated according to the following equation: $${{{{{\rm{SW}}}}}}={W}_{t}/{W}_{0}$$, where $${W}_{t}$$ and $${W}_{0}$$ denote the weight of the swollen hydrogel and the initial weight of the dried hydrogel, respectively. The SW of DNAgel swelling in PBS and heparinized fresh whole blood were also measured by the same method as above.

#### Tissue adhesive properties

The tissue adhesion properties of DNAgel were evaluated by lap shear test and 90° peeling-off, respectively, using a universal testing machine (CMT6103, MTS, USA). Fresh rat dorsal skin was cut into pieces of 60 mm × 20 mm × 1 mm. The DNAgel was attached directly between the surfaces of two pieces of rat skin, maintaining the overlapping area at 20 mm × 2  mm. The sample was then kept at ambient temperature for 20 min, followed by mechanical measurement of shear strength and interfacial toughness by the machine. The tests were performed in triplicate at a speed of 10 mm/min.

#### Erythrocyte and platelet adhesion

Heparinized whole blood was collected from healthy rats and centrifuged at 200 × *g* for 20 min at room temperature to obtain platelet-rich plasma (PRP). 50 μL of whole blood or PRP was added to the dried DNAgel. After incubation at 37 °C for 30 min, the hydrogel was rinsed with PBS to remove non-adherent blood cells or platelets. It was then fixed with 4% paraformaldehyde for 2 h, followed by sequential dehydration with 25, 50, 75, 85, 90, and 100% ethanol solutions for 15 min, respectively. The dried sample was attached to a metal stage with double-sided adhesive carbon tape, sputter-coated with a thin layer of gold film and then observed by SEM at an accelerated voltage of 5 kV. Commercial GS was used as a control. For the immunofluorescence, the DNAgel was immersed in fresh anticoagulated whole blood until the DNAgel was fully swollen. It was then washed in PBS buffer containing 1% BSA to remove blood cells that did not adhere to the DNAgel. The DNAgel was then fixed in 4% paraformaldehyde. Mouse Anti-Human CD61 (BD Biosciences) was used as primary antibody to stain platelets, and accordingly FITC Conjugated Rabbit Anti-Mouse IgG Rabbit Polyclonal Antibody (Huabio) was used as secondary antibody. After platelet staining, Hoechst 33342 (Thermo fisher) was used to stain the DNA. Due to the spontaneous red fluorescence of its hemoglobin, red blood cells can be directly observed under RFP excitation light without staining.

### BCI test

The BCI was used for a preliminary assessment of the hemostatic capacity of DNAgel. The DNA gel cut into cylinder (diameter: 8 mm, height: 5 mm) was added to the culture dish, and preheated in a 37 °C for 5 min. The 50 μL anticoagulated whole blood collected from healthy rats was then dropped onto the DNAgel and incubated in the 37 °C for another 5 min, followed by 10 μL of CaCl_2_ (0.2 M) solution. After 5 min, 10 mL of DW was slowly added into the dish without disturbing the coagulated blood and incubated at 37 °C for another 5 min to collect the free RBCs that were not trapped in the blood clot. Commercial GS with the same volume and group without adding any materials were set as controls. The absorbance of the hemoglobin solution for each sample was determined at 540 nm with a UV–vis spectrophotometer. The blood clotting index (BCI) was expressed as follows:BCI (%) =$$\,\frac{{A}_{{{{{{\rm{Experimental}}}}}}}}{{A}_{{{{{{\rm{Negative}}}}}}}}\times 100\%$$, where $${A}_{{{{{{\rm{Experimental}}}}}}}$$ represents the absorbance of the hemoglobin solution in the experimental groups and $${A}_{{{{{{\rm{Negative}}}}}}}$$ represents the absorbance of the hemoglobin solution diluent without any other treatment in the negative control groups.

### In vitro hemostatic performance

Cylindrical DNA gel (diameter: 8 mm, height: 5 mm) was first added into the 1.5 mL centrifuge tube and preheated in a 37 °C water bath for 5 min. GS with the same volume and tube without any materials were set as the controls. 500 μL anticoagulated whole blood was added and incubated in the 37 °C for another 5 min, followed by 50 μL of CaCl_2_ (25 mM) solution. The tubes were tilted every 15–30 s and photographed to determine whether the blood was coagulated. Additionally, 500 μL of DW was slowly added into the tubes at 10, 20, 30 min, respectively, and incubated at 37 °C for another 5 min, and the absorbance of the supernatant for each sample was determined at 540 nm with a UV–vis spectrophotometer subsequently.

### Biocompatibility tests

In vitro cytocompatibility tests were evaluated by culturing human normal hepatocyte line WRL68 cells with DNAgel-conditioned medium. To obtain DNAgel-conditioned medium, 20 mg of DNAgel was first incubated in 1 mL of Dulbecco’s modified Eagle medium (DMEM) at 37 °C for 24 h. Pristine DMEM was used as a control. WRL68 cells were plated in 96-well plates with a density of 1.5 × 10^5^ cells/mL, treated with the conditioned medium, and subsequently incubated at 37 °C in 5% CO_2_ for 24 h or 48 h. Cell viability was determined by a live-dead fluorescence staining assay, and observed by confocal laser scanning microscope (A1 HD25, Nikon, Japan). Furthermore, Cell Counting Kit-8 (CCK-8) assay was also conducted to quantify cell viability. The procedure for WRL68 cells culture was the same as described above. The optical density (OD) at 450 nm was measured using a microplate reader (TECAN, SPARK, Austria) at 24 and 48 h, respectively. And the cell viability was calculated according to the following equation: Cell viability = $$\frac{{{OD}}_{{DNA}{gel}}-{{OD}}_{{Blank}}}{{{OD}}_{{Control}}-{{OD}}_{{Blank}}}\times 100\%$$. Besides, in order to evaluate the acute toxicity of the DNAgel, 6-week-old C57BL/6 mice were anesthetized with isoflurane and a 5-mm-long cut was made on the dorsal skin of mice. 5 mg DNAgel was then implanted subcutaneously. The major organs were collected after 24 h and stained with H&E, including the lung, liver, spleen, kidney, and heart. The experiment was approved by the Experimental Animal Welfare & Ethical Review Committee of Zhejiang university (Protocol No. ZJU20210268) and carried out in strict accordance with guidelines for the protection and use of experiment animals.

### Hemolysis ratio of DNAgel

The hemolysis ratio was first measured to assess the blood compatibility of the DNAgel. Erythrocytes were separated from the rat blood by centrifugation at 116 × *g* for 10 min. The erythrocytes obtained were washed with PBS for three times and then diluted to a final concentration of 2% (v/v). The lyophilized DNAgel or GS was added in PBS at 1 mg/L, 2 mg/L, 4 mg/L, 8 mg/L to obtained sample solutions, respectively. The sample solution (500 μL) with the erythrocyte stock (500 μL) was gently mixed in EP tubes, then shaken at 37 °C for 1 h at a speed of 150 rpm. The tubes were then centrifuged at 116 × *g* for 10 min and the absorbance of supernatant (100 μL) was read at 540 nm using a microplate reader. 0.1% Triton x-100 was used as a positive control while PBS was used as a negative control. The hemolysis percentage was calculated according to the equation:Hemolysis ratio (%) = $$\,\frac{{A}_{p}}{{A}_{t}}\times 100\%$$, where $${A}_{p}$$ was the absorbance value for the experimental group or PBS, $${A}_{t}$$ was the absorbance value for the Triton X-100 positive control.

### In vivo hemostatic effect test in rats

All animal experiments were carried out in strict accordance with guidelines for the protection and use of experiment animals in Institute of Basic Medicine and Cancer, Chinese Academy of Sciences (IBMC). The experiments were approved by the Animal Care & Welfare Committee of IBMC (Protocol No. 2022R0015). Male Sprague-Dawley rats (200–250 g) were used to assess the hemostatic capacity of DNAgel. All the SD rats were anesthetized with isoflurane, and restrained onto a wooden corkboard for surgery. For tail hemostasis, a third of the tail was cut with surgical scissors while a pre-weighed gauze was placed beneath the wound, and then exposed to air for 15 s to allow free bleeding. The wound was then covered with a 1 cm diameter round DNAgel or GS, or left untreated. We defined the end point of hemostasis as the blood-stained area on the gauze didn’t expand and no blood seeps out of the seam at DNAgel/GS-wound contact surface. The mass of blood absorbed on the gauze was recorded. For rat femoral artery hemostasis, skin and soft tissues were peeled off by the surgical scalpel to expose the femoral artery. The proximal and distal ends of the artery were clamped with hemostatic forceps and then incised with a bistoury. A piece of DNAgel was wrapped around the incision of the femoral artery, and then the clamps were released on both sides. Untreated group and 2 min-finger pressing group were used as controls. For hemostasis of the liver, the chest of the rat was opened to expose the liver, and a pre-weighted gauze was placed under the liver. A 0.5 × 0.5 × 0.5 cm^3^ wound was created in the liver by biopsy needle. After bleeding for 15 s, DNAgel was gently stuffed into the liver puncture wound. Blood loss was recorded (*n* ≥ 3).

### Flow cytometry

5 mL of whole blood or PRP was first treated with dried DNAgel (20 mg) for 15 min, respectively. Cells were then stained with FITC Mouse Anti-Rat CD61 and PE Mouse Anti-Rat CD62P. Data were collected and analyzed on a flow cytometer (CytoFLEX LX, Beckman Coulter, USA). The PRP or/and whole blood treated with the TRAP-6 (2 μM), GS, DNA aq (6 mg/mL) and no treatment were set as control. In addition, the antibody against PAC-1 was further used to evaluate the conformational change of platelet Glycoprotein IIb/IIIa (GPIIb/IIIa), to characterize the activated status of platelets. Fresh human whole blood was used, and cells were stained with PE Anti-Human CD61 and FITC Anti-Human PAC-1. The subsequent steps were similar to above.

### Western blot

1 mL of whole blood treated with dried DNAgel (5 mg) for 15 min, and lysed with RIPA buffer on ice for 30 minutes. The supernatants of the cell lysate was isolated at 16,200 × *g* for 15 min at 4 °C, then denatured at 95 °C for 10 min in 1×Loading buffer (10% glycerol, 50 mM Tris-HCl (pH 6.8), 2% β-Mercaptoethanol, 0.02% Bromophenol blue, 2% SDS). Denatured proteins and multicolored prestained protein ladder (Epizyme, WJ103) were separated by SDS-PAGE and then transferred to polyvinylidene difluoride (PVDF) membrane (Millipore, IPVH00010). After incubation with primary and horseradish peroxidase (HRP)-conjugated secondary antibodies, protein bands were detected by BeyoECL Moon Kit (Beyotime, P0018FM) and scanned with ChemiDoc Touch System (Bio-Rad USA). Untreated whole blood sample was set as control.

### RNA sequencing transcriptome analysis

The fresh whole blood of rats was collected and incubated with DNAgel and GS for 15 min, respectively. The high-throughput RNA sequencing (RNA-seq) and transcriptome analysis were performed by LC-BIO Bio-tech Ltd (Hangzhou, China). Bioinformatic analysis was performed using the OmicStudio tools at https://www.omicstudio.cn. The volcano plot, heatmap and GSEA plot were drawn based on the R version 4.1.3 (2022-03-10) on the OmicStudio platform.

### In vivo wound healing

The wound healing experiments were conducted by a full-thickness skin detect model of SD rats according to previous work. SD rats were firstly anesthetized with isoflurane, and the pelage on the back was shaved. The round injures with a diameter of 1 cm were created on the dorsum of rats by surgical scissors. Subsequently, the wounds were covered with DNAgel and GS in equal size, or without treatment, respectively. Digital photographs were taken at different time intervals (Day 0, 3, 5, 7 and 10) and the wound area was measured using Adobe Illustrator 2020 software. The healing rate (%) was calculated by the following equation:Extent of healing (%) = $$(1-\,\frac{{A}_{t}}{{A}_{0}})\times 100\%$$, where $${A}_{0}$$ was the wound area of Day 0, $${A}_{t}$$ was the wound area of Day *t* (*t* = 3,5,7, or 10).

### Histopathological study

The wound histology specimens were collected on Day 7 (wound closure time points in DNAgel group) and Day 10 (total skin regeneration time point in DNAgel group), and all samples were fixed in 4% paraformaldehyde solution for 12 h, followed by embedded in paraffin to prepare 5-μm-thickness tissue sections. Immunofluorescence staining (CK14) was conducted to evaluate the collagen deposition and angiogenesis. Besides, the specimens were strained with Hematoxylin and Eosin (H&E), Masson trichrome, and Sirius red, respectively, to assess the morphology, tissue regeneration and collagen deposition.

### Statistical analysis

Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons or unpaired two-tailed Student’s *t* testing, using GraphPad Prism (v9.0). Generally, the differences were statistically significant at *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. The presented data indicate the mean ± standard deviation (SD) from at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

### Source data

Source Data

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information. Source data for each graph and uncropped blot images are provided as a Source Data file. Source data are provided with this paper.

# Supplementary material for: Neutrophil extracellular traps-inspired DNA hydrogel for wound hemostatic adjuvant
**Source:** Nat Commun. 2024 Jul 2;15:5557. doi: 10.1038/s41467-024-49933-3
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

# Neutrophil Extracellular Traps-inspired DNA Hydrogel for Wound Hemostatic Adjuvant

Rui Ye^1^#, Ziyu Zhu^2,3^#, Tianyi Gu^2^#, Dengjie Cao^1^, Kai Jiang^1^, Qiang Dai^4,5^, Kuoran Xing^3^, Yifan Jiang^3,6^, Siyi Zhou^2^, Ping Cai^1^, David Tai Leong^3^*, Mengfei Yu^2^*, Jie Song^1,4^*

#These authors equally contributed to this work.

*Email addresses for correspondence: ;

**Supplementary Figures**

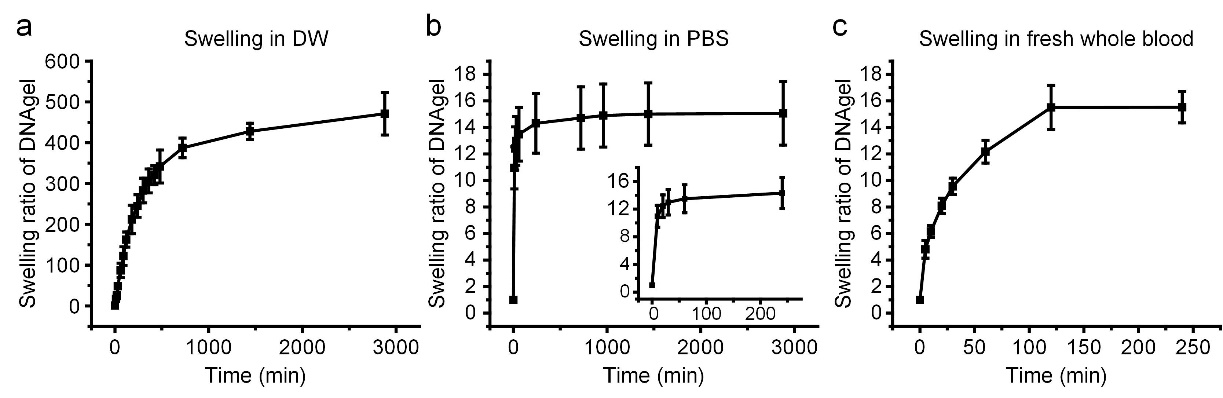

**Supplementary Figure 1.** Swelling ratio of DNAgel. DNAgel swelled in (**a**) DW, (**b**) PBS, and (**c**) fresh whole blood. Data were presented as mean ± SD (*n* = 3). Source data are provided as a Source Data file.

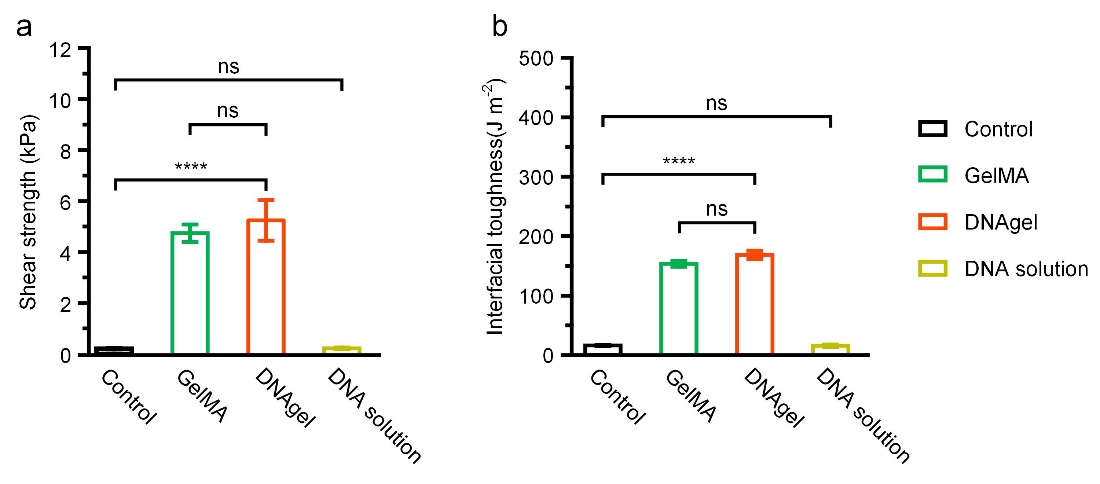

**Supplementary Figure 2.** Wet adhesion to tissue. (**a**) Lap shear tests and (**b**) 90-degree peel tests of different materials with rat dorsal skin (1cm$\times$2cm). Data were presented as mean ± SD (*n* = 3). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**a**, **b**). Source data are provided as a Source Data file.

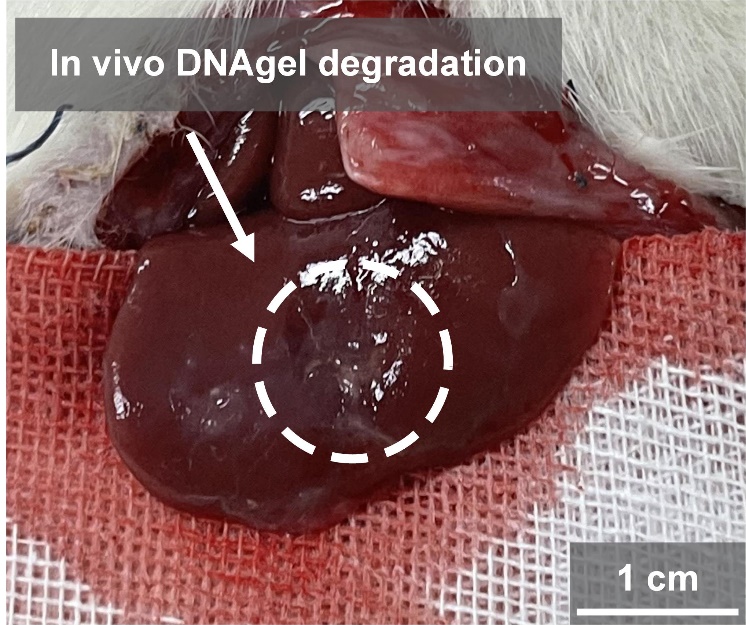

**Supplementary Figure 3.** Representative image of DNAgel degradation in vivo after 7 days. Representative images are shown from three independent experiments with similar results.

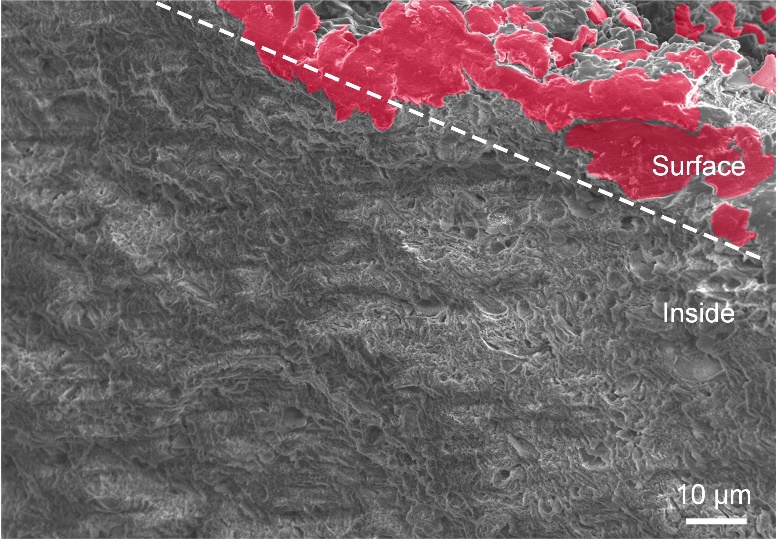

**Supplementary Figure 4.** SEM image of blood cells accumulated on the surface of the DNA hydrogel after *in vivo* hemostatic experiment in femoral artery injury model. Representative images are shown from three independent experiments with similar results.

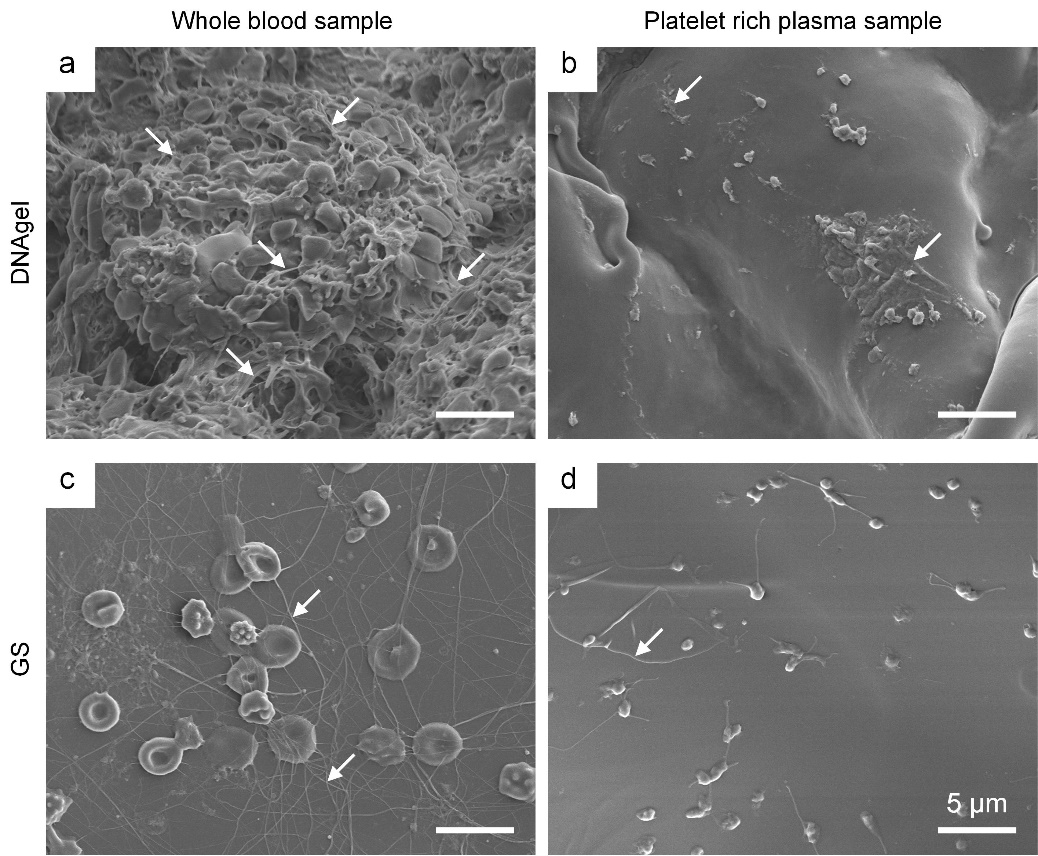

**Supplementary Figure 5**. Representative SEM images of fibrin (white arrow) adhered to the surface of DNAgel and GS. (**a**) DNAgel treated with whole blood, (**b**) DNAgel treated with platelet rich plasma, (**c**) GS treated with whole blood, and (**d**) GS treated with platelet rich plasma. Representative images are shown from three (**a**-**d**) independent experiments with similar results.

**
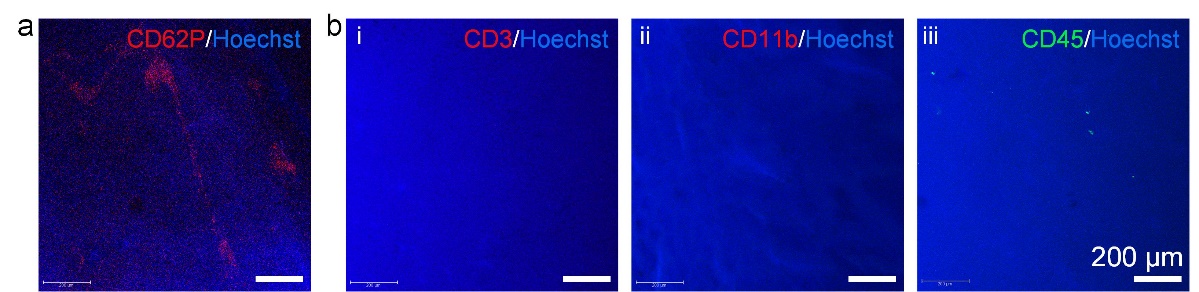
**

**Supplementary Figure 6**. Activated platelets adhered to DNAgel. (**a**) CLSM images of activated platelets (red) aggerated and adhered to the surface of DNA network (blue). (**b**) lymphocytes (CD3), monocytes (CD11b), and leucocytes (CD45) were barely observed on the surface of the DNAgel (blue). Representative images are shown from three (**a**, **b**) independent experiments with similar results.

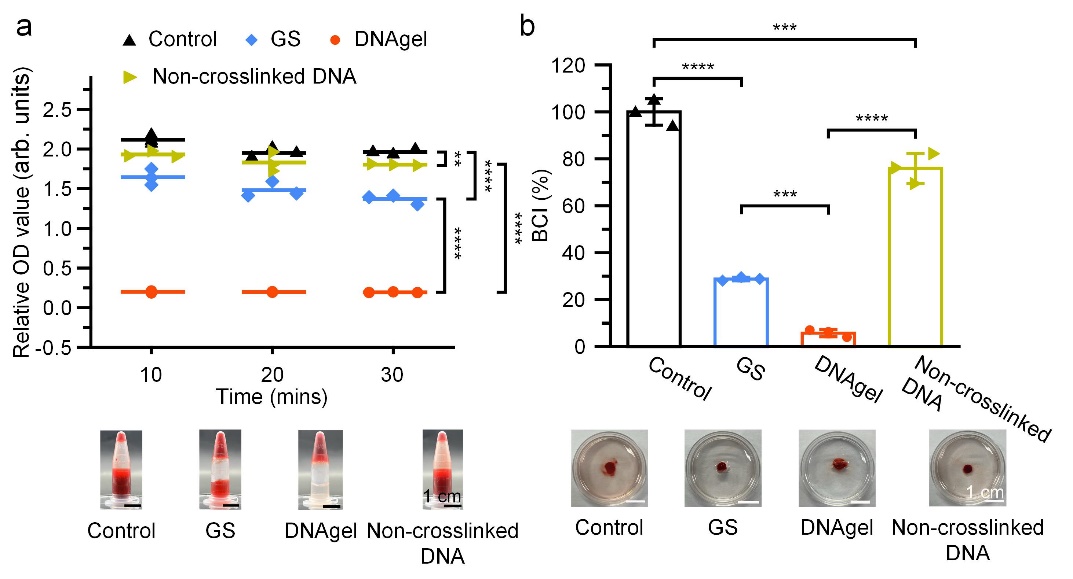

**Supplementary Figure 7.** *In vitro* hemostasis of DNAgel. (**a**) Absorbance of blood clotting samples at different time points measured at 540 nm with UV–vis spectrophotometer and the representative pictures at 30 mins. Scale bar = 1 cm. (**b**) BCI and representative pictures. Scale bar = 1 cm. Data were presented as mean ± SD (*n* = 3). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**a**, **b**). Source data are provided as a Source Data file. Representative images are shown from three (**a**, **b**) independent experiments with similar results.

**
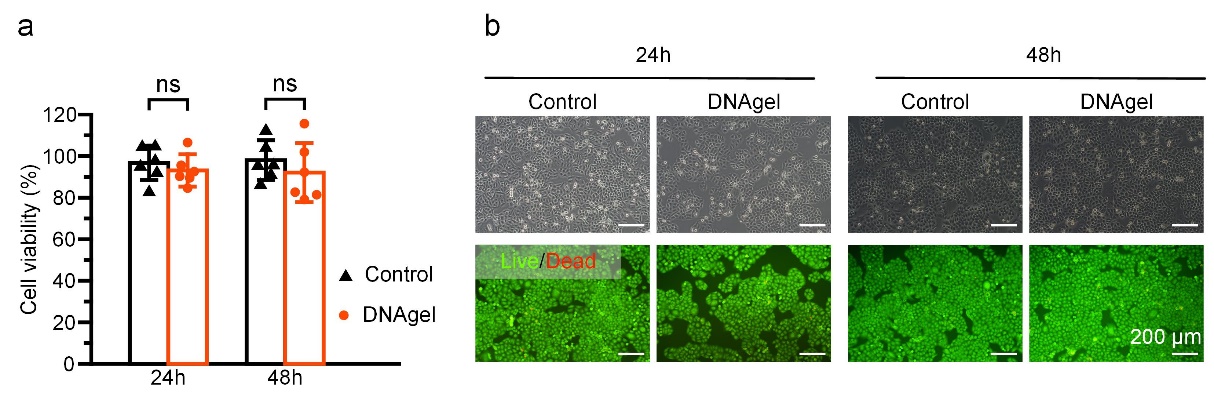
**

**Supplementary Figure 8.** Biocompatibility of DNAgel. (**a**) *In vitro* cell viability and (**b**) representative fluorescent images of WRL68 human normal liver cells incubated with DNAgel-conditioned medium. Scale bar = 200 μm. Data were presented as mean ± SD (*n* = 6). Statistical analysis was performed by unpaired two-tailed Student’s t testing (**a**, **b**). Source data are provided as a Source Data file. Representative images are shown from three (**a**, **b**) independent experiments with similar results.

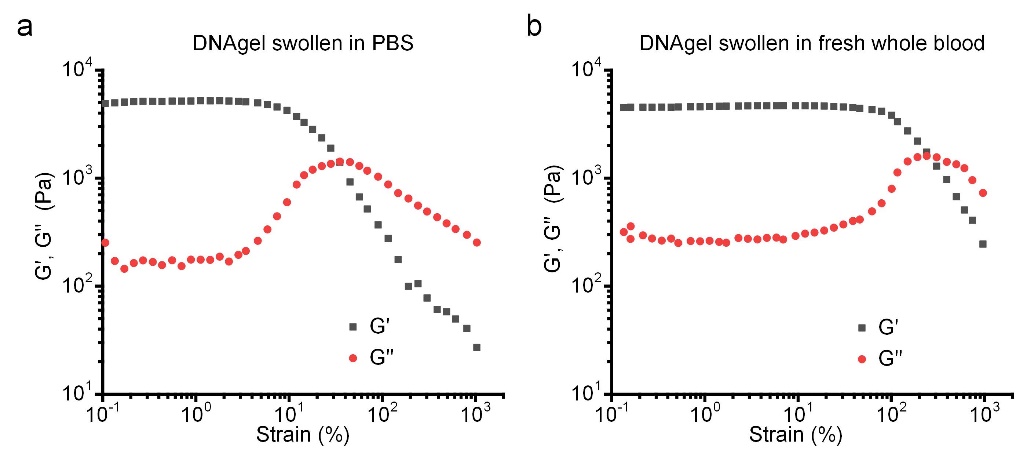

**Supplementary Figure 9.** Oscillatory strain amplitude sweeps of DNAgel. G′ and G″ of DNAgel that well-swollen in (**a**) PBS and (**b**) fresh whole blood on strain amplitude sweep.

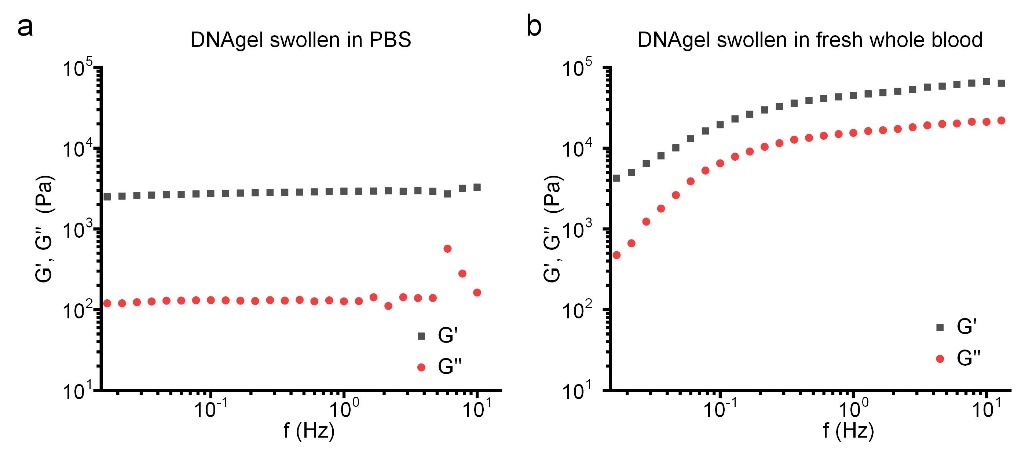

**Supplementary Figure 10.** Oscillatory frequency sweep measurements of DNAgel. G′ and G″ of DNAgel that well-swollen in (**a**) PBS and (**b**) fresh whole blood on frequency sweep.

**
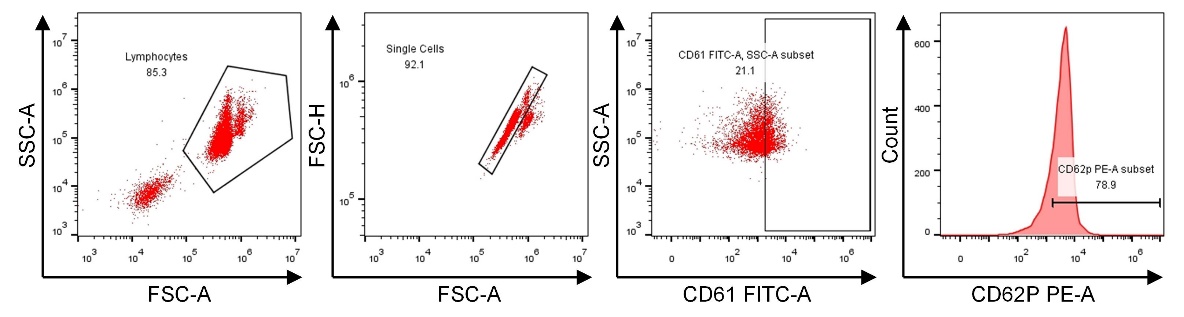
**

**Supplementary Figure 11.** Representative flow cytometry gating strategy for FITC Mouse Anti-Rat CD61 and PE Mouse Anti-Rat CD62P stained cells in whole blood sample with TRAP-6 treated.

**
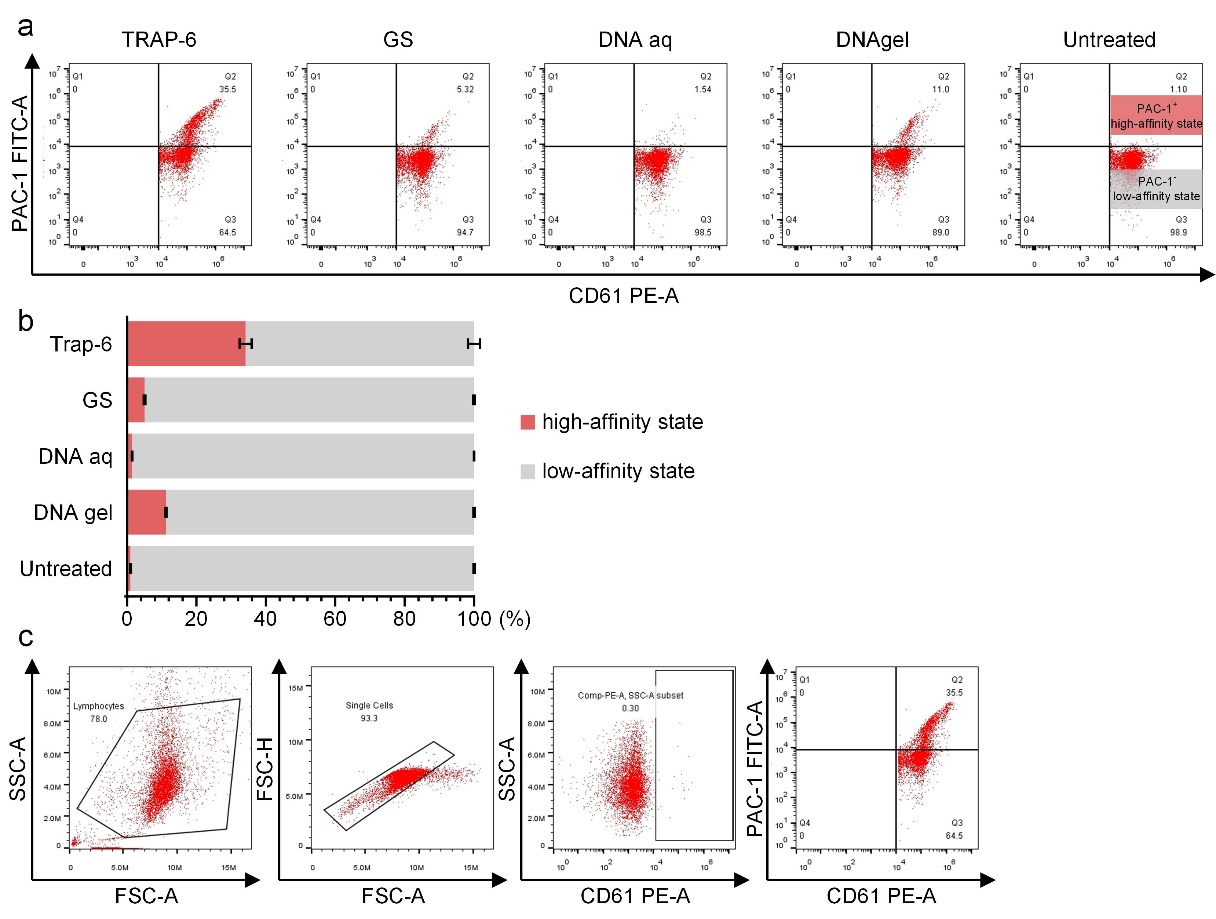
**

**Supplementary Figure 12.** Flow cytometry results of cells stained with CD61 and PAC-1. (**a**) Representative flow cytometry plots of whole blood samples under different treatment conditions. (**b**) Statistical results of GPIIb/IIIa in high-affinity or low- affinity state. Data were presented as mean ± SD (*n* = 3). Source data are provided as a Source Data file. (**c**) Exemplary gating strategy for PE Anti-Human CD61 and FITC Anti-Human PAC-1 stained cells in TRAP-6 treated group.

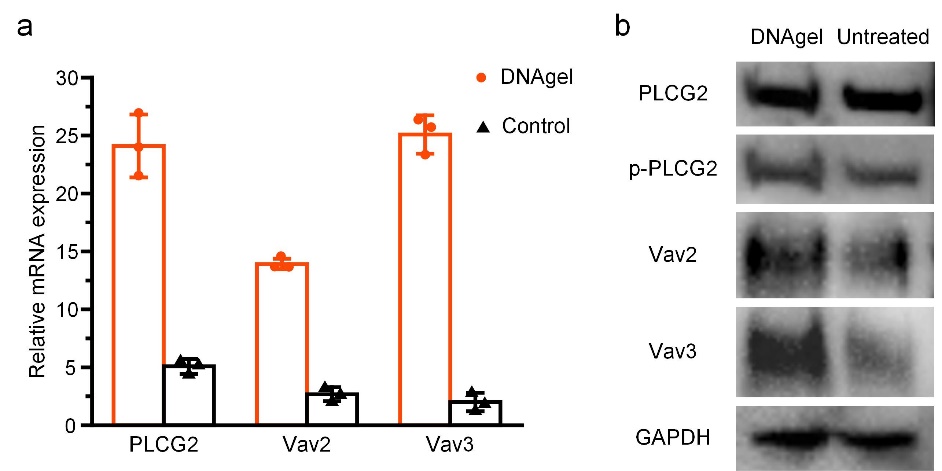

**Supplementary Figure 13**. Changes in related-gene expression under the influence of DNAgel. (**a**) PLCG2, Vav2 and Vav3 mRNA detected in platelets treated with DNAgel. (**b**) Western blot results for the identification of PLCG2, Vav2 and Vav3 protein expression in platelets treated with DNAgel. GAPDH is used as reference protein. Data were presented as mean ± SD (*n* = 3). Statistical analysis was performed by unpaired two-tailed Student’s t testing (**a**). Source data are provided as a Source Data file. Representative images are shown from three (**b**) independent experiments with similar results.

**
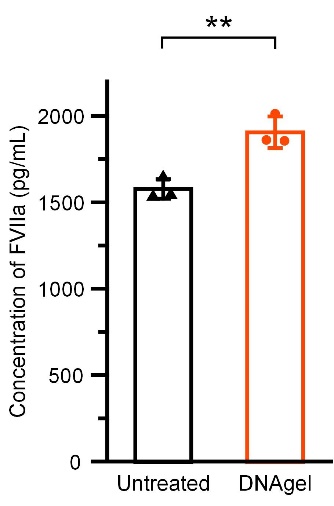
**

**Supplementary Figure 14.** FⅦa content in the DNAgel-treated plasma. Data were presented as mean ± SD (*n* = 3). Statistical analysis was performed by unpaired two-tailed Student’s t testing. Source data are provided as a Source Data file.

**
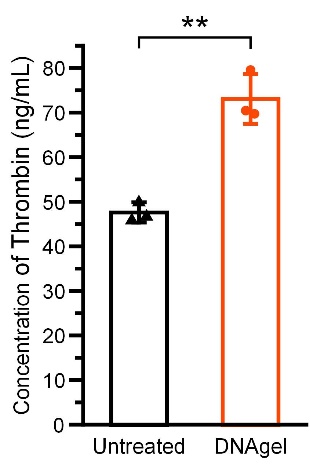
**

**Supplementary Figure 15.** Thrombin content in the DNAgel-treated plasma. Data were presented as mean ± SD (*n* = 3). Statistical analysis was performed by unpaired two-tailed Student’s t testing. Source data are provided as a Source Data file.

**
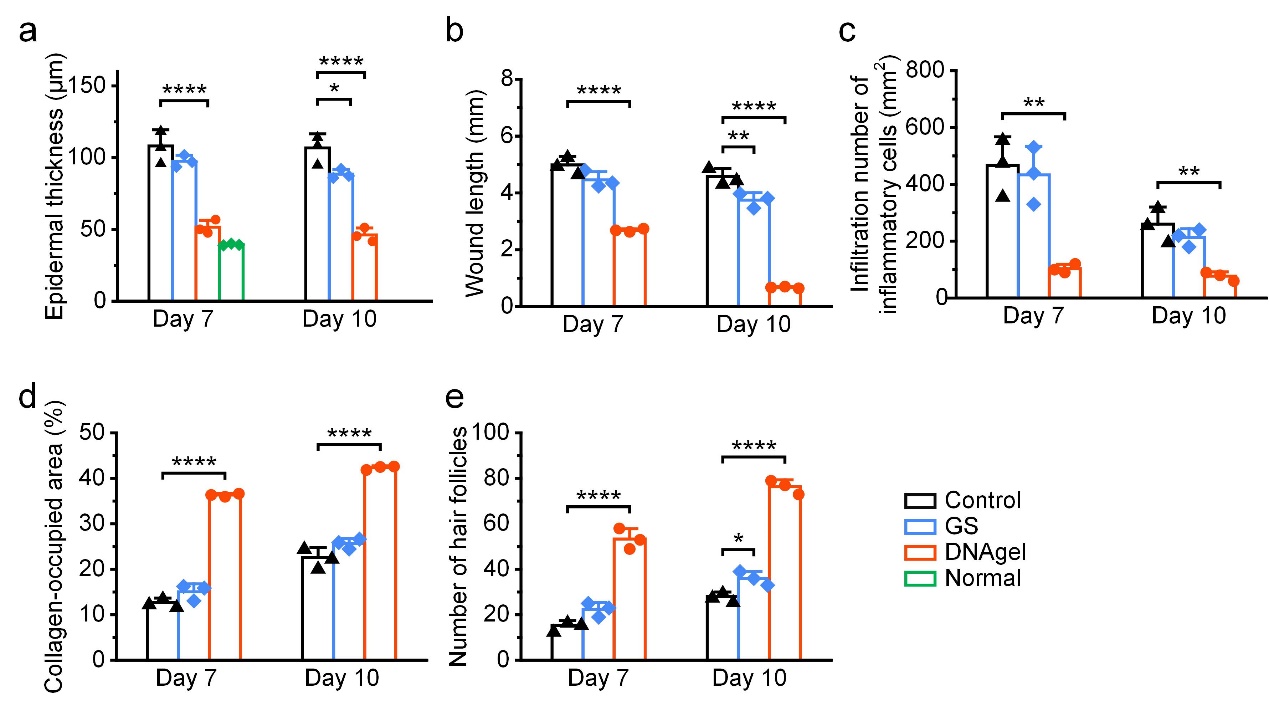
**

**Supplementary Figure 16.** Quantification of histopathologic analysis of each group on Day 7 and 10. (**a**) Epidermal thickness, (**b**) wound length, (**c**) Infiltration numbers of inflammatory cells, (**d**) Collagen-occupied area, (**e**) Number of hair follicles. Data were presented as mean ± SD (*n* = 3). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons (**a**-**e**). Source data are provided as a Source Data file.

**
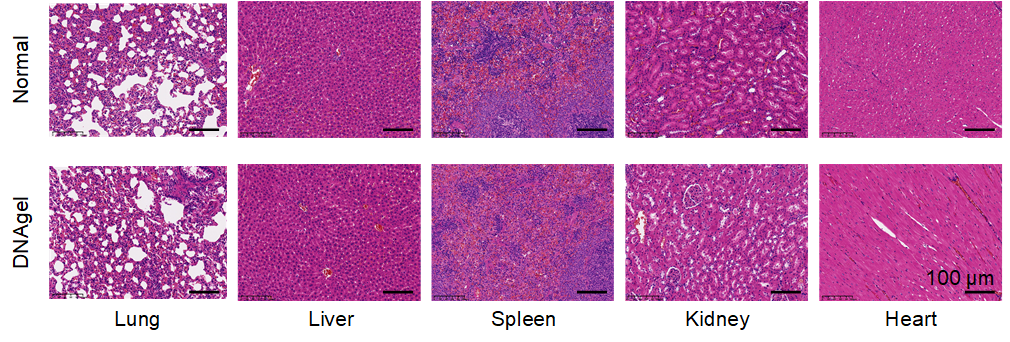
**

**Supplementary Figure 17.** Images of major organ tissue slices with H&E staining in Normal and DNAgel groups. Representative images are shown from three independent experiments with similar results.

**
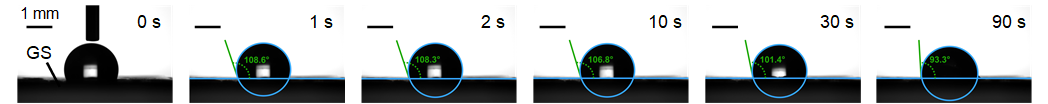
**

**Supplementary Figure 18.** Representative photographs of contact angles for water droplet on Gelatin sponge surface. Representative images are shown from independent experiments with similar results.

**Supplementary Tables**

**Supplementary Table 1:** Sequences of primers used for quantitative polymerase chain reaction (qPCR)

| Primer | Sequence 5’ - 3’ |
| --- | --- |
| PLCG2-F | TCAATGGGCGGACAGGTTA |
| PLCG2-R | CTAGTTTAGGGAGGTGGCGTG |
| VAV2-F | CCATAGTCAACCACACCAAGCA |
| VAV2-R | GAGCATCGACATCGGGAAGGC |
| VAV3-F | CAACCTGAGACCCCAGATGT |
| VAV3-R | TCGGGATAGGCGAGATAATG |

**Supplementary Movies**

**Supplementary Movie 1**. This movie shows the measurement of contact angle for water droplet on DNAgel surface. Speed 5×

**Supplementary Movie 2**. This movie shows the application of DNAgel in rat femoral artery injury model. Speed 2×

**Uncropped scans of blot images of PLCG2, p-PLCG2, Vav2, Vav3, and GAPDH in Supplementary Figure 13**

**
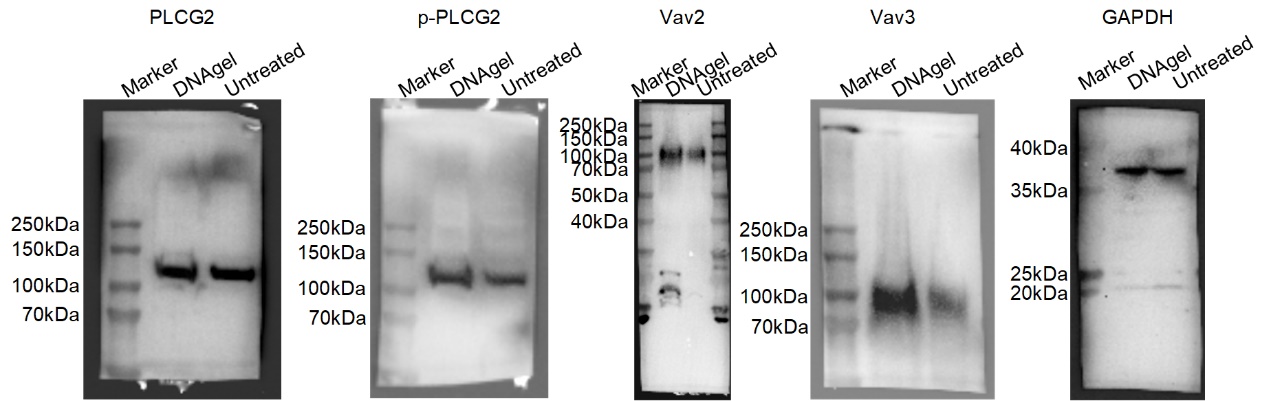
**

**Replicate sample 2**

**
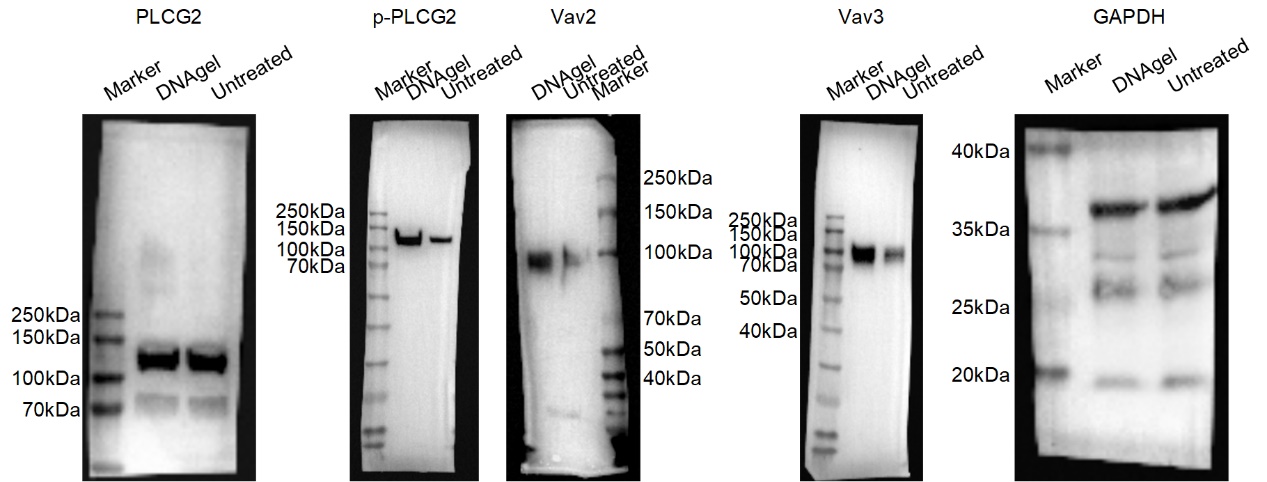
**

**The protein samples were extracted from the biological replicate group of the same experimental protocol.**

**Replicate sample 3**

**
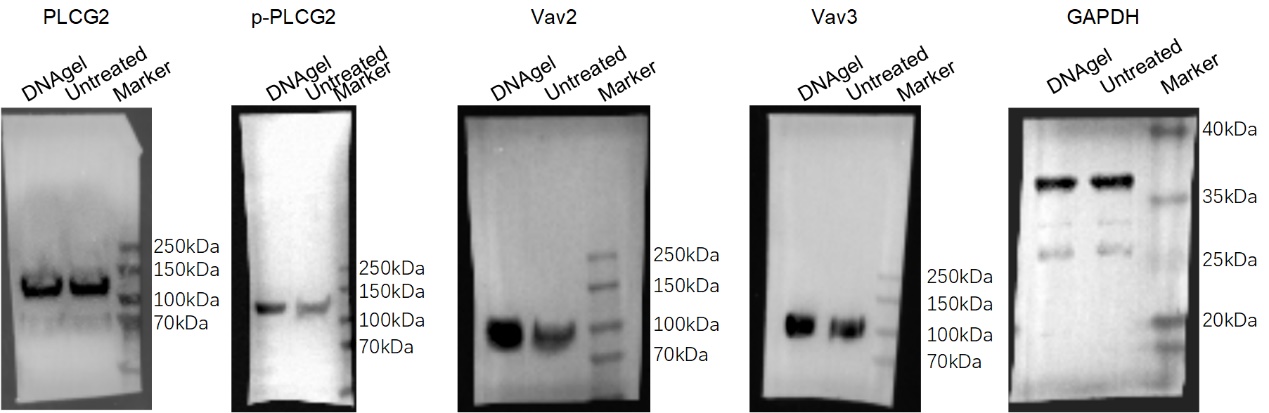
**

**The protein samples were also extracted from the biological replicate group of the same experimental protocol.**

**Standard ladder image of Epizyme, Multicolored Prestained Protein Ladder, Cat no. WJ103**

**
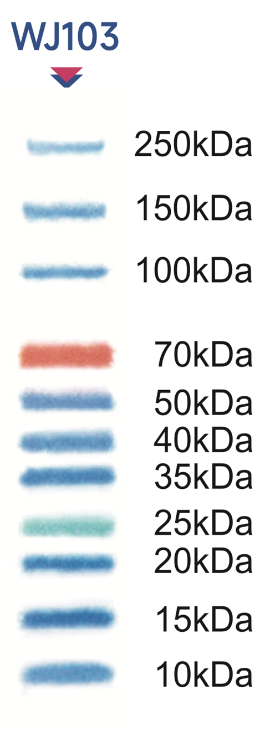
**

# Supplementary material for: Neutrophil extracellular traps-inspired DNA hydrogel for wound hemostatic adjuvant
**Source:** Nat Commun. 2024 Jul 2;15:5557. doi: 10.1038/s41467-024-49933-3
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection JEOL JSM-IT800, Thermo Scientific HAAKE MARS60, ThermoFisher Nicolet FT-IR, Dataphysics OCA20, Amersham ImageQuant 800, Nikon A1 HD25, MTS CMT6103, Tecan Spark, METTLER TOLEDO ML204T, Veckman Coulter CytoFLEX LX, Leica EM UC7 were used for collecting data.

Data analysis GraphPad Prism 9.4.1 and OriginPro 2021 were used to perform statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information. Source data for each graph and uncropped blot images are provided as a Source Data file. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Animal numbers for each experiment are provided in the figure captions. Each quantitative experiment was performed in at least 3 replicates.
Data exclusions	Abnormal samples, non-experimental related death samples were excluded.
Replication	All experimental findings are reliably reproduced. We have reproduced each experiment at least three times to ensure reliability.
Randomization	All the tests were performed with randomly allocated experimental groups.
Blinding	Experimenters were blinded during life sciences study design. All subsequent sample processing was done blinded.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Purified Mouse Anti-Human CD61 (BD Biosciences, Cat # 611140)<br>FITC Conjugated Rabbit Anti-Mouse IgG Rabbit Polyclonal Antibody (Huabio, Cat # HA1009)<br>FITC anti-mouse/rat CD61 Antibody (Biolegend, Cat # 104305)<br>PE anti-mouse/rat CD62P (P-selectin) Antibody (Biolegend, Cat # 148305)<br>PE Anti-Human CD61 (Biolegend, Cat # 336405)<br>DUSP2 Monoclonal Antibody (PAC-1), FITC (ThermoFisher, Cat # MA5-28564)

PLCG2 Monoclonal antibody (Proteintech, Cat # 67011-1-Ig)
 VAV2 Polyclonal antibody (Proteintech, Cat # 21924-1-AP)
 VAV3 Polyclonal antibody (Proteintech, Cat # 30291-1-AP)
 GAPDH Monoclonal antibody (Proteintech, Cat # 60004-1-Ig)

Validation

All antibodies are commercially available and have been tested by the manufacturer, and validation information can be found on the manufacturer's website:

<https://www.bdbiosciences.com/zh-cn/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-human-cd61.611140>
<http://www.huabio.cn/products/Rabbit-Anti-Mouse-IgG-FITC-antibody-HA1009>
<https://www.biolegend.com/en-gb/products/fitc-anti-mouse-rat-cd61-antibody-79>
<https://www.biolegend.com/en-gb/products/pe-anti-mouse-rat-cd62p-p-selectin-antibody-10806>
<https://www.biolegend.com/en-gb/products/pe-anti-human-cd61-antibody-5339>
<https://www.thermofisher.cn/cn/zh/antibody/product/DUSP2-Antibody-clone-PAC-1-Monoclonal/MA5-28564>
<https://www.ptgcn.com/products/PLCG2-Antibody-67011-1-Ig.htm>
<https://www.ptgcn.com/products/VAV2-Antibody-21924-1-AP.htm>
<https://www.ptgcn.com/products/VAV3-Antibody-30291-1-AP.htm>
<https://www.ptgcn.com/products/GAPDH-Antibody-60004-1-Ig.htm>

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	WRL68 cell line was obtained from Procell, Wuhan
Authentication	Cells were used without modification after receiving from the supplier and therefore were not authenticated.
Mycoplasma contamination	All cell lines were tested negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in the study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	6 week old Sprague-Dawley (SD) rats and C57BL/6 were used in this study.
Wild animals	No wild animals were used in this study.
Reporting on sex	All experimental animals used in this study were male.
Field-collected samples	Samples collected in the field included blood, full-thickness skin tissue
Ethics oversight	All animal experiments were by the Animal Care & Welfare Committee of IBMC (Protocol No. 2022R0015) and Experimental Animal Welfare & Ethical Review Committee of Zhejiang university (Protocol No. ZJU20210268) . This is stated in the manuscript.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	The samples of whole blood or/and platelet-rich plasma were pre-processed by treated with DNAGel, gelatin sponge, DNA aq, TRAP-6 and untreated at room temperature. Cells were collected and incubated with specific fluorecence-labeled antibodies for 30minutes. The intensity of fluorecence was measured by flow cytometer within 1 h.
Instrument	CytoFLEXLX, Beckman Coulter, USA
Software	CytoExpert
Cell population abundance	By stained with antibodies, cells were separated into different parts and cytometry can calculate the proportion of activated platelets. All tests were performed at more than 10000 cells
Gating strategy	CD61 antibody was used to label all platelets, while CD62P or PAC-1 antibody was used to label activated platelets. Samples with no treatment were stained with/without antibodies to determine gate.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Neutrophil extracellular traps-inspired DNA hydrogel for wound hemostatic adjuvant
**Source:** Nat Commun. 2024 Jul 2;15:5557. doi: 10.1038/s41467-024-49933-3
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Supplementary Movie 1:

This movie shows the measurement of contact angle for water droplet on DNAgel surface. Speed 5x.

Supplementary Movie 2:

This movie shows the application of DNAgel in rat femoral artery injury model. Speed 2x.

How the deposited data were processed for this re-analysis (not part of the article)

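RNA of rat whole blood was compared in 9 libraries, with 3 each from untreated blood, blood incubated with DNAgel and blood incubated with a gelatin sponge. The authors gave an estimated count and an FPKM value per gene and library in 1 table of 12854 genes, of which 1285 are named by their identifier alone and 146 names occur more than once. The estimated counts deposited by the authors are whole numbers that were not scaled between libraries. The FPKM values deposited by the authors are counts scaled by the authors for transcript length and library total. Adapter trimming, alignment, collapsing of molecular identifiers and quantification were done by the authors, whose processing notes name cutadapt 1.9, HISAT2 2.0.4, UMI-tools and StringTie 1.3.4d; the settings and the order are not given in the sources used here. The processing notes name a mouse genome build, while the table holds rat gene identifiers and chromosomes, so coordinates are given as the table states them and no build is assigned. All value columns were used, and every line of the table held a gene.
The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The plan set limma on log2(FPKM + 0.1) as the test and edgeR on counts in its place if the table held counts, which it did. Counts were tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood with robust dispersion, all 9 libraries in 1 fit, no block) in R 4.3.3, over the 3561 genes with FPKM over 0.1 in at least 3 libraries. Same-numbered Control and GS libraries deviated together from their group means (correlations 0.250 to 0.334), though no source describes a pair. The DNAgel libraries did not do so by number. Deviations from the mean of 3 libraries sum to 0, so some matching of numbers must correlate best. The correlations therefore do not establish a pair. The 3 comparisons were DNAgel against GS, DNAgel against Control and GS against Control, each adjusted by the Benjamini-Hochberg method with 0.05 as the threshold. A standard error is the log2 fold change divided by the signed root of the F statistic. The study's cutoffs were an absolute log2 fold change over 2 with an adjusted p under 0.01. Levels are given as TMM-normalized CPM with the SD of 3 libraries. The exact tests permuted the group labels of 6 libraries, for which 0.1 is the smallest possible p.
The most frequent count above 0 was 4 in all libraries, so 3 such units, or 12 counts over a group, were taken as the lowest level that a count of 0 allows. This covers counting error only and not the spread between samples. Genes were named if the paper names them in its text, Fig. 6d or Fig. 6e; if they were among the 10 largest rises or falls of a comparison past the threshold, with a mean FPKM of at least 1, a proper symbol and no overlap between the libraries of the 2 groups; if they were among the 5 highest or lowest statistics of a comparison with fewer than 5 such genes; if they were among the 4 members of a list with the largest statistic for DNAgel against GS and a mean FPKM of at least 1; or if they were among the 5 most abundant genes. Atf3, Btg2, Csf1r, Egr1, ENSRNOG00000067483, Ext1, Fcgr1a, Fgb, Flna, Fosb, Hbe1, Hbe2, Hbg1, Itgax, Jun, Klf6, Myc, Pf4, Socs3, Thbs1 and Zfp36 fall outside this rule and were chosen after their values were seen.
Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with the estimated correlation as an alternative, and adjusted over the lists of a comparison. The 22 lists were platelet markers, platelet formation, platelet aggregation, platelet activation, coagulation and fibrinolysis, erythroid, neutrophil, monocyte, T cell, B cell, NK cell, eosinophil and basophil, endothelium and stroma, immediate-early, inflammatory signaling, DNA sensing and interferon, neutrophil extracellular traps, integrins and exchange factors of small GTPases, reference genes, ribosomal proteins, mitochondrially encoded genes and the genes of the study's heatmap. Lists with fewer than 5 tested genes were not tested: the heatmap genes, coagulation and fibrinolysis, eosinophil and basophil, and endothelium and stroma. The ribosomal list was drawn by the start of the symbol and includes the kinases Rps6ka3, Rps6ka5 and Rps6kb2. GSEA used fgsea 1.28.0 on the genes ranked by the signed root of the F statistic, with hand-written lists, the planned choice where the annotation could not serve, since the table's own GO terms left fewer than 5 tested genes.
Alternatives were DESeq2 1.42.0, limma on FPKM with pseudocounts of 0.1, 0.01 and 1, no filter, a mean FPKM of at least 1, other scalings, library totals without hemoglobin genes, a replicate block, only the 2 groups compared, array weights, and leaving out each library in turn. The choices made after the data were seen were counts divided by 4, library totals alone, a replicate block on the Control and GS libraries alone, GO terms with no filter, the KEGG platelet activation genes, and DESeq2 and limma with no filter for the 5 genes the paper names. Tables were read with data.table 1.17.8. The procedure was tested on simulated counts for DNAgel against GS over 3561 genes: of 100 genes changed 2-fold 23 were called, of 100 changed 4-fold 59 were called, and 10 of 92 calls were false. A raised list of 15 genes was found by camera and by GSEA, and an unchanged list of 15 was not. Libraries of a group differed by a chi-square per gene of 32.8 to 121, so none is a copy of another.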

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

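The comparison with monocyte genes and the block on the Control and GS libraries alone were chosen only after the result was seen. Genes outside those the paper names changed, which is a signal the paper does not discuss: 29 were higher in the DNAgel group than in the GS group, and 23 differed between the GS group and the Control, with 22 lower and 1 higher in the GS group. The count of 23 became 9 with the replicate block over all libraries and 0 with the block on the Control and GS libraries alone. There edgeR gave 77 higher and 179 lower at an unadjusted p under 0.05, and limma called 2. DESeq2 on these libraries, fitted without the block, called 35. The 1 higher gene was Ext1, a glycosyltransferase of heparan sulfate chains, with 1.57 ± 0.252 CPM in the GS group and 0.523 ± 0.0635 in the Control (SD, n = 3), a log2 fold change of 1.58 (adjusted p = 0.0335 from edgeR); it was chosen after its value was seen. The genes lower in the GS group than in the Control include Apoe (log2 fold change −2.08, adjusted p = 0.0257 from edgeR), Sat1 (−1.06, adjusted p = 0.0464) and H3f3a (−0.87, adjusted p = 0.0257). Over 25 alternatives the adjusted p lay between 1.84e-14 and 0.209 for Apoe, which passed in 14, between 0.00481 and 0.435 for Sat1, which passed in 9, and between 0.000347 and 0.328 for H3f3a, which passed in 15. Of the 29 and the 22, 21 were shared. Both comparisons use the same 3 GS libraries, which cannot be split into 2 sets of 2, so the shared genes may come from those libraries alone. For this the sign of GS against Control was reversed, so that both sets of log2 fold changes are relative to GS. Their correlation was then 0.706, beside a mean of 0.506 in 20 simulations with no true change. The simulations drew each gene independently, while genes in these libraries can vary together. The gap between the 2 values therefore does not show a true change.
The median log2 fold change of the 22 falls was −1.84. Gene length stays open. The DNAgel libraries argue against library depth for the 21 shared genes. Outside hemoglobin they held 2393802 to 2772356 counts, beside 2344910 to 2673551 in the GS group and 2779554 to 3216776 in the Control. The 22 falls were called from GS against Control, whatever their level in the DNAgel group. Of these, 21 were nevertheless higher in the DNAgel group than in the GS group. The 29 genes that hold these 21 had a median log2 fold change of 0.15 for DNAgel against Control. They were called for higher values in the DNAgel group, so this median is no further test of depth. Genes of matching count or length were also compared for GS against Control. The median was −0.023 (standard error 0.031) in 392 genes of matching count and −0.0035 (standard error 0.027) in 413 genes of matching length. With the block on the Control and GS libraries alone the medians were −0.034 and −0.016. These lists left out the called genes and the scaling holds the median near 0, so they decide nothing. Fewer monocytes in the GS samples could explain part of the falls and stays open: the monocyte genes that were not called had a median of −0.23 (standard error 0.84), with Csf1r at −2.47 and Fcgr1a at −3.02 beside Lyz2 at 0.07 and Itgax at 0.36. An effect of contact with the sponge on transcription was not tested apart from these.
Regrouping the 6 libraries of a comparison gives 10 splits, too few for a share under 0.05. For DNAgel against GS 1 of 10 splits gave as many changed genes (29 in the real one, 0 at most in the others), 1 gave as many genes past the study's cutoffs (2 and 0), and 4 gave as many lists (3 and 4). The absolute score of GSEA was reached in 10 splits for platelet formation (0.852 and 1.48), 6 for platelet aggregation (0.968 and 1.78) and 9 for platelet activation (0.845 and 1.89). For DNAgel against Control 10 splits gave as many changed genes (0 and 0) and 5 as many lists (2 and 6), and for GS against Control 1 gave as many changed genes (23 and 1) and 2 as many lists (4 and 6). Of the 10 splits for GS against Control, those that part all 3 pairs of equal number gave 23, 0, 1 and 0 changed genes.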

How the results depend on the processing

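The main counts were 29, 0 and 23 genes changed and 3, 2 and 4 lists past the test for DNAgel against GS, DNAgel against Control and GS against Control. For DNAgel against GS the immediate-early list kept its direction in the 23 alternatives with the preset correlation that could test it, with an adjusted p of camera between 3.24e-33 and 1.31e-11. The adjusted p was 0.0385 with an estimated correlation, and a mean FPKM of at least 1 left too few of its genes to test. Of the other values of single genes, 1349 kept direction and side of the threshold, 16 were stronger, 57 weaker and 63 reversed; the cause was not tested. DESeq2 with no block called all 29 and all 23 genes. Libraries of equal number correlated between Control and GS but not with DNAgel. The correlations lay between 0.250 and 0.334 for Control with GS. They lay between −0.271 and −0.013 for Control with DNAgel, and between −0.051 and 0.0048 for DNAgel with GS. Some matching of 3 libraries with 3 must correlate best, so these values do not establish a pair. DNAgel replicates 1, 2 and 3 correlated best with replicates 3, 1 and 2 of the other groups, at 0.333, 0.149 and 0.406 with the Control and 0.353, 0.302 and 0.380 with GS. A block over all 9 libraries may therefore place the DNAgel libraries wrongly. No other pairing was fitted, so the 29 genes rest on an unpaired fit, and a pairing in this order could change them. The replicate block over all libraries gave 14 genes for DNAgel against GS and 9 for GS against Control. With this block Apoe had an adjusted p of 0.0529 for DNAgel against GS in edgeR. A replicate block on the Control and GS libraries alone, chosen after the data were seen, gave 0 genes in edgeR and 2 in limma. DESeq2 on these libraries, fitted without the block, called 35. With the block edgeR gave 77 higher and 179 lower at an unadjusted p under 0.05. Fos and Hspa5 had an adjusted p of 0.130 there, Apoe 0.209, Sat1 0.435 and H3f3a 0.328. Of the lists for GS against Control, monocyte genes no longer passed (0.0746) and no other list changed its call. A mean FPKM of at least 1 left 940 genes, and the platelet aggregation set and 10 named genes without a value, and with fewer genes tested. Simulated 2-fold changes were found for 23 of 100 genes, so smaller changes are mostly missed at this depth. In the same simulation, run 1 time, 10 of 92 calls were false, a larger share than the threshold of 0.05 allows. The 29 and 23 calls may therefore hold more false ones than the threshold states.
With an estimated correlation: lists past the test 1 (DNAgel against GS), 0 (DNAgel against Control), 1 (GS against Control). With the lines as drawn in Fig. 6d: genes past the study's cutoffs 186. With ranking by log2 fold change: GSEA score platelet aggregation 0.655. With camera in place of GSEA: mean statistic minus that of all other genes −0.115 (platelet activation). With limma on log2(FPKM + 0.1): lists past the test 1 (DNAgel against GS), 0 (DNAgel against Control), 1 (GS against Control); genes past the study's cutoffs 1; GSEA score platelet formation 0.813; log2 fold change Cdc42 0.027, Rap1b 0.082, Procr 0.071, Alox15 0.026, Isg15 0.042, Cyth2 0.13. With limma on log2(FPKM + 0.01): GSEA score platelet formation 0.805; log2 fold change Cdc42 0.028, Rap1b 0.083, Procr 0.075, Alox15 0.026, Isg15 0.045, Cyth2 0.76; genes changed 2 (DNAgel against Control), 15 (GS against Control); lists past the test 0 (DNAgel against Control), 2 (GS against Control). With limma on log2(FPKM + 1): genes changed 16 (DNAgel against GS), 11 (GS against Control); lists past the test 1 (DNAgel against GS), 1 (DNAgel against Control), 1 (GS against Control); genes past the study's cutoffs 1; GSEA score platelet formation 0.848; log2 fold change Cdc42 0.024, Rap1b 0.073, Procr 0.047, Alox15 0.026, Isg15 0.028, Cyth2 0.010. With no filter: genes changed 50 (DNAgel against GS), 1 (DNAgel against Control), 46 (GS against Control); lists past the test 1 (DNAgel against GS), 2 (GS against Control); genes past the study's cutoffs 12; GSEA score platelet formation 0.894; log2 fold change Lyz2 −0.020. With GO annotation with no filter: GSEA score platelet activation −1.09. With a mean FPKM of at least 1: genes changed 10 (DNAgel against GS), 2 (DNAgel against Control), 11 (GS against Control); lists past the test 0 (DNAgel against GS), 1 (DNAgel against Control), 1 (GS against Control); genes past the study's cutoffs 1; GSEA score platelet activation −1.25, platelet formation 0.927; log2 fold change Rap1b 0.024, Isg15 0.012. With median ratio scaling: genes past the study's cutoffs 1; log2 fold change Lyz2 −0.014. With limma on TMM scaled FPKM: log2 fold change Lyz2 −0.023, Cyth2 0.077; lists past the test 1 (DNAgel against Control). With limma on quantile normalized FPKM: lists past the test 1 (DNAgel against GS), 0 (DNAgel against Control); GSEA score platelet activation −0.824; log2 fold change Procr 0.0038, Lyz2 −0.045. With totals without hemoglobin genes: log2 fold change Lyz2 −0.0023. With the replicate block: genes changed 14 (DNAgel against GS), 9 (GS against Control); GSEA score platelet aggregation 0.852, platelet formation 0.723; log2 fold change Cyth2 0.064. With only the 2 groups: genes changed 7 (DNAgel against GS), 6 (GS against Control); genes past the study's cutoffs 1; GSEA score platelet activation −0.765; log2 fold change Lyz2 −0.021; lists past the test 0 (DNAgel against Control). With limma with array weights: lists past the test 1 (DNAgel against GS), 0 (DNAgel against Control), 1 (GS against Control); genes past the study's cutoffs 1; GSEA score platelet activation −0.908; log2 fold change Cdc42 0.038, Rap1b 0.043, Procr 0.059, Lyz2 −0.015, Isg15 0.066, Cyth2 0.11; genes changed 37 (GS against Control). With DESeq2: genes changed 63 (DNAgel against GS), 5 (DNAgel against Control), 53 (GS against Control); genes past the study's cutoffs 17; log2 fold change Lyz2 −0.014. With counts divided by 4: lists past the test 1 (DNAgel against GS); genes past the study's cutoffs 8; log2 fold change Cyth2 0.11. With library totals only: GSEA score platelet aggregation 0.848, platelet formation 0.950; log2 fold change Cdc42 0.040, Rap1b 0.095, Procr 0.060, Alox15 0.035, Isg15 0.059, Cyth2 0.13; lists past the test 0 (DNAgel against Control), 2 (GS against Control). With Hba and Hbb genes only: hemoglobin share of FPKM 88.7% (DNAgel), 90.2% (GS).
Leaving out each library in turn gave 8 to 28 genes changed, 2 to 4 lists past the test and 1 to 7 genes past the study's cutoffs for DNAgel against GS, 0 genes and 0 to 4 lists for DNAgel against Control, and 4 to 24 genes and 1 to 5 lists for GS against Control. The GSEA scores lay between −1.60 and 1.06 for platelet activation, −1.48 and 0.926 for platelet aggregation and −1.33 and 0.894 for platelet formation. Log2 fold changes for DNAgel against GS that turned lay between −0.15 and 0.016 for Cdc42, −0.17 and 0.22 for Actg1, −0.37 and 0.00019 for Fcer1g, −0.12 and 0.094 for Rap1b, −0.24 and 0.061 for Procr, −0.14 and 0.14 for Lyz2, −0.33 and 0.016 for Isg20, −0.21 and 0.15 for Isg15, and −0.59 and 0.66 for Cyth2.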

Differences from the paper's values

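The heatmap in Fig. 6e gives no unit, and the ratio of its levels to FPKM is not constant between genes, so no common scale was found. For F5 the paper's level is about 4.9 in Fig. 6e, read by eye, in the DNAgel group and about 1.9 in Fig. 6e, read by eye, in the GS group, where the mean FPKM is 0.0465 and 0.0500. For Plcg2 the paper's levels are about 2.1 and about 0.7 in Fig. 6e, read by eye, and the FPKM is 0 and 0.00442. For Dgka the paper's levels are about 2.1 and about 0.9 in Fig. 6e, read by eye, and the FPKM is 0 and 0.0151. For Cyth2 the paper's levels are about 2.6 and about 0.9 in Fig. 6e, read by eye, and the FPKM is 0.0906 and 0.0842. Of the alternatives set before the data were examined, 4 kinds change an FPKM level: TMM scaling, quantile normalization, library totals without hemoglobin genes and leaving out a library. Of these, library totals without hemoglobin genes brought the value of Cyth2 in the GS group (1.02) within the paper's. The other 7 values differ under each of the 4, and that of Cyth2 in the GS group under the other 3.
The paper reports F5, Plcg2, Vav2, Vav3 and Dgka as upregulated in the DNAgel group against the GS group. Here 0 of them was higher in edgeR or limma, and for all but F5 a difference was not detectable at this depth. By qPCR and western blot the paper also reports more PLCG2, Vav2 and Vav3 in platelets treated with DNAgel. Those values were not compared here. DESeq2 gave an adjusted p to F5 alone, which was not higher. Vav2 and Vav3 had counts in the DNAgel group (4 and 7) and none in the GS group, the direction the paper gives, while Plcg2 and Dgka had counts only in the GS group of the 2, and F5 had a log2 fold change of −0.24. Fig. 6d marks the 10 heatmap genes as past its lines on the side of DNAgel; of the 8 analysed here, 0 passed those lines or the cutoffs of its legend, which differ from the lines drawn. Dennd4a (0.22) had the direction of the paper and Cyth2 (−0.02) the other. The paper reports the platelet formation, aggregation and activation pathways as upregulated by GSEA. The legend of Fig. 6f names KEGG, while the lists used here were written by hand and held 15, 15 and 26 tested genes, so the sets differ. Plcg2, Vav2 and Vav3 were not among the tested genes, since they fell below the filter. With these lists the score was negative for the first and the second and positive for the third. No setting called any of the 3 higher in the DNAgel group.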

Other observations

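The tests on globin genes, on F5 without hemoglobin and with a block on the Control and GS libraries alone were chosen only after the result was seen. Blood treated with DNAgel was not told apart from untreated blood gene by gene. In DNAgel against Control, 0 genes passed the edgeR test (lowest adjusted p = 0.522), 135 had an unadjusted p under 0.05 (54 higher and 81 lower), DESeq2 called 5 and limma 0 to 2. The groups did not overlap for 10.2% of genes, where chance gives 10%. Furin, a protease that cuts proproteins, had the lowest statistic, with 7.37 ± 0.685 CPM in the DNAgel group and 12.1 ± 0.955 in the Control (SD, n = 3), a log2 fold change of −0.72 (adjusted p = 0.522 from edgeR). Actb had a log2 fold change of −0.64 (adjusted p = 0.608 from edgeR), Ube2h, a ubiquitin-conjugating enzyme, −0.95 (adjusted p = 0.626), and Magt1, a magnesium transporter, −1.25 (adjusted p = 0.994). Lasp1, an actin-binding protein, had 8, 38 and 44 counts in the Control and 3, 0 and 0 in the DNAgel group (adjusted p = 0.626 from edgeR). At the other end Ccdc90b and Rpa3 had no count in the Control and 0.269 ± 0.0433 and 0.202 ± 0.00988 CPM in the DNAgel group (SD, n = 3), and Vamp8, a SNARE protein of granule release, had a log2 fold change of 1.06 (adjusted p = 0.994 from edgeR) and Ly6g6d 0.68 (adjusted p = 0.994). DESeq2 gave adjusted p = 0.00503 for Furin, 0.00853 for Actb, 0.00503 for Ccdc90b and 0.0475 for Lasp1.
Erythroid, neutrophil and lymphocyte genes were not told apart between DNAgel and GS by camera. For DNAgel against GS the erythroid list (31 measured genes, 0 past the edgeR test) had an adjusted p of 0.172 toward lower values, and its members Bpgm, the mutase that makes 2,3-bisphosphoglycerate, Car1, a carbonic anhydrase, and Fech, the last enzyme of heme synthesis, had log2 fold changes of −0.41, −0.56 and −0.50 (adjusted p = 0.167, 0.246 and 0.352 from edgeR). The neutrophil list (7 genes) had an adjusted p of 0.446 from camera, with S100a8 at 0.34 and S100a9 at 0.24, and the list of neutrophil extracellular traps (6 genes) 0.542. Adjusted p was 0.756 for T cell genes (7), 0.756 for B cell genes (5), 0.655 for NK cell genes (6), 0.446 for DNA sensing and interferon genes (7), 0.616 for integrins and exchange factors of small GTPases (9), 0.998 for reference genes (10), 0.616 for ribosomal proteins (106) and 0.291 for mitochondrially encoded genes (13), all from camera of limma. For platelet formation, aggregation and activation the adjusted p from camera of limma was 0.735, 0.660 and 0.882. Log2 fold changes for DNAgel against GS were 0.15 for Irf7, −0.11 for Rsad2, −0.16 for Isg20 and −0.03 for Isg15 among interferon genes, 0.33 for Rac1, −0.08 for Cdc42 and −0.03 for Rap1b among small GTPases, −0.44 for Gapdh and −0.34 for Ywhaz among reference genes, −1.02 and −0.95 for the 2 table entries of Rpl9, 0.44 for Rplp2 and −0.59 for Rpl14 among ribosomal genes, and 0.98 for Mt-nd6, 0.65 for Mt-nd5, 0.33 for Mt-nd4l and 0.32 for Mt-nd2, none past the edgeR test. Sod2 and Lyz2 had −0.23 and 0.00, and Hbb-bs, Hba-a3 and ENSRNOG00000062356, which are among the most abundant genes, 0.12, −0.19 and 0.70. Of lists too short to test, coagulation and fibrinolysis had F13a1, the A chain of factor XIII, at −0.30 (adjusted p = 0.815 from edgeR), Procr, the receptor of protein C, at −0.06 (adjusted p = 0.981) and Fgb, the fibrinogen beta chain, at 0.12 (adjusted p = 0.997); eosinophil and basophil had Alox15, a lipoxygenase, at −0.08 (adjusted p = 0.940).
For DNAgel against Control, camera of limma gave ribosomal proteins higher (adjusted p = 0.0386, or 0.833 with an estimated correlation; 0 of 106 genes passed) and platelet aggregation lower (adjusted p = 0.0396, or 0.833 with an estimated correlation; 0 of 15 passed). For GS against Control, immediate-early genes were lower (adjusted p = 1.79e-21, or 0.0454 with an estimated correlation; 3 of 15 lower), as were inflammatory signaling (0.00543, or 0.185 with an estimated correlation) and monocyte genes (0.0364, or 0.437 with an estimated correlation and 0.0746 with a replicate block on the Control and GS libraries alone), while ribosomal proteins were higher (0.00655, or 0.542 with an estimated correlation; 0 of 106 passed). The other lists did not pass in either comparison. In blood, F5 had a log2 fold change of 0.21 for DNAgel against Control (standard error 0.64, adjusted p = 1 from edgeR). Plcg2 had 0 counts in both of these groups, and Vav2 and Vav3 had 11 and 8 counts summed over the Control and 4 and 7 over the DNAgel group.
Hbe2 had 0 counts in 3 libraries and Hbg1 in 4, beside counts of 28489 to 105312 and 39670 to 114800 in the others. Where Hbe2 was above 0, its ratio to Hbe1 had a coefficient of variation of 2.70%, beside 41.2% for Hbe1 itself, which is consistent with reads shared between near-identical globin genes, so single globin genes of this group are uncertain. With library totals taken without hemoglobin genes, F5 had a log2 fold change of −0.22 (standard error 0.65) for DNAgel against GS. This leaves the hemoglobin genes open as a reason that F5 was not higher, since these totals moved all tested genes nearly alike, with an SD of 0.0091 between genes.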
